# The replicative lifespan‐extending deletion of *SGF73* results in altered ribosomal gene expression in yeast

**DOI:** 10.1111/acel.12611

**Published:** 2017-05-31

**Authors:** Amanda G. Mason, Renee M. Garza, Mark A. McCormick, Bhumil Patel, Brian K. Kennedy, Lorraine Pillus, Albert R. La Spada

**Keywords:** genome‐wide occupancy, longevity gene, Neurodegeneration, replicative lifespan, Sgf73, yeast

## Abstract

Sgf73, a core component of SAGA, is the yeast orthologue of ataxin‐7, which undergoes CAG–polyglutamine repeat expansion leading to the human neurodegenerative disease spinocerebellar ataxia type 7 (SCA7). Deletion of *SGF73* dramatically extends replicative lifespan (RLS) in yeast. To further define the basis for Sgf73‐mediated RLS extension, we performed ChIP‐Seq, identified 388 unique genomic regions occupied by Sgf73, and noted enrichment in promoters of ribosomal protein (RP)‐encoding genes. Of 388 Sgf73 binding sites, 33 correspond to 5′ regions of genes implicated in RLS extension, including 20 genes encoding RPs. Furthermore, half of Sgf73‐occupied, RLS‐linked RP genes displayed significantly reduced expression in *sgf73Δ* mutants, and double null strains lacking *SGF73* and a Sgf73‐regulated, RLS‐linked RP gene exhibited no further increase in replicative lifespan. We also found that *sgf73Δ* mutants display altered acetylation of Ifh1, an important regulator of RP gene transcription. These findings implicate altered ribosomal protein expression in *sgf73Δ* yeast RLS and highlight altered acetylation as a pathway of relevance for SCA7 neurodegeneration.

## Introduction

The SAGA (Spt‐Ada‐Gcn5 Acetyltransferase) complex is a major transcriptional coactivator complex responsible for regulation of a large number of yeast genes, the majority of which are stress‐induced (Huisinga & Pugh, 2004). Additionally, SAGA regulates many actively transcribed yeast genes, and the cognate orthologous STAGA (Spt3‐Taf9‐Gcn5 acetyltransferase) complex regulates the expression of numerous mammalian genes (Bonnet *et al*., 2014), suggesting its broad significance for transcription regulation. The SAGA/STAGA complex is recruited to its target genes by many transcription factors, and through both its Gcn5/GCN5 acetylation and Ubp8/USP22 deubiquitination activities at promoters, it facilitates transcription activation and elongation [reviewed in (Koutelou *et al*., 2010)]. The SAGA complex has four distinct modules responsible for acetyltransferase activity, deubiquitination activity, complex recruitment, and architecture of the complex. Sgf73 is a subunit of SAGA (Helmlinger *et al*., 2004; Timmers & Tora, 2005), which acts in the Ubp8 deubiquitinase module (DUBm), linking the core SAGA Gcn5‐mediated acetylation activity to the Ubp8 DUBm (Kohler *et al*., 2008; Zhao *et al*., 2008; Lee *et al*., 2009; Morgan *et al*., 2016).

Deletion of *SGF73* results in a dramatic extension in yeast RLS (McCormick *et al*., 2014). RLS is defined as the number of daughter cells that a mother cell produces before senescence. *SGF73* is required for Ubp8‐mediated histone H2B deubiquitination, with *sgf73Δ* strains having elevated H2BK123 ubiquitination, as is seen in *ubp8Δ* strains (Kohler *et al*., 2008). This increase in ubiquitinated H2BK123 contributes to the RLS extension of *sgf73Δ* mutants, as strains that lack *UBP8* are also long‐lived, and strains harboring the H2B‐K123R mutation, which cannot be ubiquitinated, are short‐lived (McCormick *et al*., 2014).

The RLS extension in *sgf73Δ* mutants is Sir2 dependent, and *sgf73Δ* strains have altered Sir2‐related activities (McCormick *et al*., 2014). *SIR2* encodes a class III NAD+‐dependent deacetylase that has been implicated in both the regulation of lifespan and the benefits of caloric restriction in a variety of species, making it a central focus of aging research. Overexpression of *SIRT1*, the closest mammalian orthologue of *SIR2,* has varying effects on senescence depending on the cell type, further underscoring the important role of the sirtuins in aging (Langley *et al*., 2002; Chua *et al*., 2005). Additionally, yeast Sir2 is required for telomeric and ribosomal DNA (rDNA) silencing, and suppression of homologous recombination within the rDNA repeats [reviewed in (Kueng *et al*., 2013)]. Inappropriate rDNA recombination results in the accumulation of rDNA circles, which is one factor correlated with aging in yeast (reviewed in (Blander & Guarente, 2004). SAGA has been shown to play a role in the asymmetric retention of rDNA circles in the mother cell by tethering the rDNA circles to nuclear pore complexes. *SGF73* deletion reduces rDNA circle retention (Denoth‐Lippuner *et al*., 2014).

Ribosomal biogenesis is another key determinant of aging. In particular, a reduction in 60S ribosomal subunits promotes lifespan extension in yeast (Steffen *et al*., 2008), and a reduction in both the 40S and 60S ribosomal subunits in *Caenorhabditis elegans* yields longer lifespan in this metazoan model organism (Chen *et al*., 2007; Curran & Ruvkun, 2007; Hansen *et al*., 2007). Multiple signaling pathways regulate ribosomal biogenesis in response to nutrients and stress. One of these is the nutrient‐sensing target of rapamycin (TOR) signaling pathway that regulates the interacting coactivator Ifh1 (Interacts with Forkhead) and corepressor Crf1 (Co‐Repressor with FHL1) of the Forkhead‐like transcription factor (Fhl1) (Martin *et al*., 2004). The dynamic process of ribosomal protein gene transcription is regulated by the interaction of Ifh1 with Fhl1, which is bound at RP gene promoters (Warner, 1999). Ifh1 is first recruited to ribosomal gene promoters upon nutrient stimulus, with acetylation being a key regulator of Ifh1 activity (Schawalder *et al*., 2004). Ifh1 activity is decreased upon Gcn5‐mediated acetylation, whereas Sir2 and another sirtuin, Hst1, deacetylate Ifh1, resulting in increased activity. It is this on–off cycle that contributes to proper regulation of RP gene transcription (Downey *et al*., 2013).

The human counterpart of Sgf73 is ataxin‐7, and the gene encoding this protein causes the autosomal dominant neurodegenerative disorder spinocerebellar ataxia type 7 (SCA7), upon CAG–polyglutamine repeat expansion. Ataxin‐7 is a member of the mammalian transcription coactivator complex STAGA, where it plays a similar role to its yeast DUBm counterpart (Martinez *et al*., 2001; Helmlinger *et al*., 2004). Ataxin‐7 has an amino‐terminal CAG/polyglutamine tract that normally ranges from four to 35 repeats. However, when this tract expands to repeat lengths greater than 37, humans develop SCA7 (David *et al*., 1997; Stevanin *et al*., 2000). SCA7 is thus one of the nine heritable CAG–polyglutamine repeat expansion disorders that all result in expanded polyglutamine tracts in different proteins. Accumulation of polyglutamine‐expanded ataxin‐7 protein leads to the dysfunction and death of neurons in the retina, cerebellum, and brainstem, causing blindness, progressive loss of coordination, and premature death (Lebre & Brice, 2003).

To probe the molecular mechanisms of Sgf73/ataxin‐7 function, we used a ChIP‐Seq approach, identifying 388 genomic regions bound by Sgf73. Notably, we found an enrichment of binding in the 5′ promoter regions of genes encoding ribosomal proteins (RPs). Of the Sgf73‐occupied yeast genomic regions, 33 corresponded to the 5′ regions of genes previously linked to RLS extension, with the majority of these genes encoding RPs. We found that deletion of *SGF73* altered the expression of Sgf73‐occupied RP genes at baseline and upon rapamycin stress. Furthermore, we found that double null strains of yeast lacking SGF73 and a Sgf73‐regulated RLS‐linked RP gene did not exhibit any further increase in RLS. Finally, we noted altered acetylation of the TOR target Ifh1 in *sgf73Δ* mutants. Our results reveal Sgf73 target genes that are integral to pathways of aging regulation in yeast and may highlight pathways regulating mammalian aging and SCA7 neurodegeneration in humans.

## Results

### Sgf73 ChIP‐Seq analysis yields 388 unique genomic occupancy sites

To perform ChIP on Sgf73, we integrated a carboxy‐terminal 13‐Myc epitope. Integration was verified by molecular genetic analysis, while tagged protein production and ChIP‐tagged protein recovery were confirmed by immunoblotting (Fig. S1). In addition, functionality of the tagged protein was confirmed using standard growth assays that demonstrated that the 13‐Myc tag did not interfere with Sgf73 function (Fig. S2). Sgf73 ChIP'd DNA was processed into libraries, and single‐end sequencing was performed to generate ~17 million 50‐bp reads per sample. 

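ChIP-Seq maps where a protein sits on the genome, because DNA fragments crosslinked to it are recovered with an antibody, sequenced as tags and counted along the chromosomes. Anti-Myc ChIP was analysed for 2 libraries of yeast with Sgf73 tagged by 13 Myc copies and 2 libraries of untagged wild-type (WT) yeast, in which the antibody has no tagged target. The WT replicates were pooled by the authors into 1 track, so the background has no spread between replicates. From the size of a single tag in the authors' coverage tracks, the totals were 888620 tags for Sgf73-Myc replicate 1, 1224071 for Sgf73-Myc replicate 2 and 289372 for the pooled WT control. The authors aligned the reads with Bowtie 1.0.0 to sacCer3, kept uniquely mapping reads, and made tracks and peaks with HOMER 4.2. Each track gives the depth of tags extended to the fragment length, which was 200 bp, 177 bp and 167 bp in the 3 tracks, scaled by the authors to 10000000 tags. Mitochondrial DNA took 0.884% and 0.605% of the Sgf73-Myc tags and 4.65% of the WT tags. From the tracks, the depth summed over a peak was divided by the fragment length to give its tags, and the tag density was expressed as tags per kb at 10000000 total tags, on which scale the genome mean is 823. Tags at a peak were compared with the pooled control by an exact binomial test with Benjamini-Hochberg adjustment over peaks, and folds over the control carry 95% exact Clopper-Pearson intervals. Such tests compare 1 library with the pooled control and cover counting error only. The control is the shallowest track, with a median of 5.85 tags per shared peak, and sets the width of those intervals.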

Raw sequence reads were aligned to the *Saccharomyces cerevisiae* S288C genome 3 (sacCer3). Significant peaks were identified using HOMER (Hypergeometric Optimization of Motif EnRichment) v4.2 (Heinz *et al*., 2010). These were defined as a collection of sequence reads, collectively mapping to genomic locations at a significantly higher density than background and surrounding genomic areas (Fig. 1). 

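Sgf73 peaks lay mostly upstream of genes and mostly at the same places in both replicates. The authors' peak lists, called separately for each library, hold 507 peaks of 213 bp for Sgf73-Myc replicate 1 and 457 peaks of 200 bp for replicate 2. Counting peaks that overlap by at least 1 bp, 392 peaks were shared, which is 77.3% of the first list and 85.8% of the second. The centres of a shared pair were a median of 14.5 bp apart. With the peaks of replicate 2 moved to random genes at the same distance from the start, a mean of 26.9 and at most 40 of them overlapped a peak of replicate 1 in 200 draws. Of the 392 shared peaks, 353 (90.1%) had their centre upstream of the nearest start of a protein-coding gene, at a median distance of 333 bp and between 243 and 476 bp for the middle of the distribution (25th to 75th percentile). The shared peaks had 390 different nearest genes among 6002 protein-coding genes, and 2 genes were nearest to 2 peaks each. Starts are annotated starts of the gene, which for yeast are mostly start codons rather than transcription start sites.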

Our Sgf73 ChIP‐Seq analysis identified 389 significant peaks (Table S1), with two significant peaks positioned 5′ to the same transcriptional start site (TSS), resulting in 388 unique occupancy sites. The tag counts, which correspond to the number of unique reads mapping to the indicated genomic region, were used to rank the peaks.

**Figure 1:**
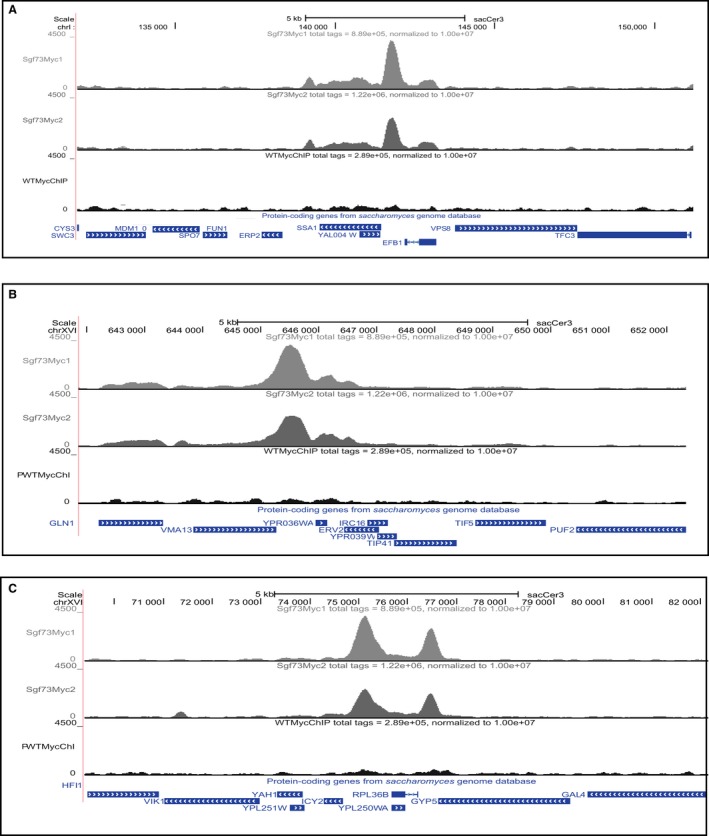
Representative genome tracks of Sgf73‐bound peaks. Visual inspection of genome tracks of reads from significant peaks shows correct assignment of called peaks, uniformity between Sgf73 ChIP replicates, and significance over background. The three top‐ranked peaks (highest peak scores) are presented: (A) SSA1, (B) YPR036W‐A, and (C) ICY2. Note that in the ICY2 track image (C), the significant peak for RPL36B occurs 3′ to ICY2.

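At all 392 shared peaks, both Sgf73-Myc libraries held more tags than the untagged WT control, with a median of 6.76-fold in replicate 1 and 6.06-fold in replicate 2 (two-sided exact binomial test, adjusted p under 0.05 at each peak). Across the shared peaks, 5% to 95% of the folds lay between 3.94 and 16.0 in replicate 1 and between 3.80 and 13.5 in replicate 2. The median peak held 123 tags in replicate 1 and 152 tags in replicate 2. The tag densities of the replicates had a Pearson correlation of 0.947 on the log2 scale (0.934 to 0.959 when peaks were resampled) and a Spearman correlation of 0.945, across peaks, which are not independent replicates. The density in replicate 1 was a median of 1.12 times that in replicate 2 (5th to 95th percentile, 0.847 to 1.36), and 387 of the 392 peaks lay within 1.5-fold. The peaks are defined by their density over background, so the count above the control is not independent of the peak calling. In libraries simulated at the genome mean density against the same control, at most 1 of the 392 peaks passed the test in 200 draws. The control itself had a median density of 893 at these peaks, so libraries at the genome mean of 823 could hardly pass. The simulation therefore covers counting error alone, and not the choice of peaks or background at promoters.

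**Figure D1:**
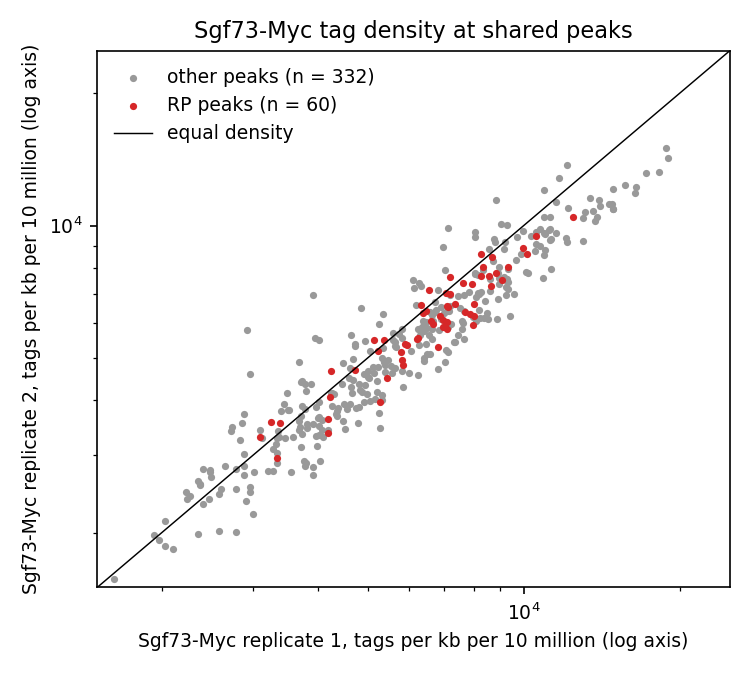
Tag density (tags per kb at 10000000 total tags, log axes) of Sgf73-Myc replicate 1 and replicate 2 at the 392 shared peaks, 1 point per peak, with the 60 peaks nearest to a RP gene in red and the line of equal density in black. Most points lie within 1.5-fold of the line, and most of the densest peaks lie below it, where replicate 1 is higher.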

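The highest mean Sgf73-Myc density was found upstream of YPR036W-A (named SPO24 in the annotation), SSA1 and ICY2 (named ATG41). The YPR036W-A peak lies on chromosome XVI from 645399 to 645627 (sacCer3), 437 bp upstream of the gene's start, and had a density of 18868 in replicate 1, 15048 in replicate 2 and 2132 in the WT control, which is 8.85-fold (95% interval 5.23 to 16.4) and 7.06-fold (4.18 to 13.1) over the control. SSA1 encodes a cytosolic Hsp70 chaperone, and its peak on chromosome I from 141651 to 141888 had densities of 19006, 14267 and 1988 in the same libraries, or 9.56-fold (5.48 to 17.2) and 7.18-fold (4.12 to 12.9). The ICY2 peak on chromosome XVI from 75030 to 75243 had densities of 18254, 13266 and 2417, or 7.55-fold (4.49 to 13.6) and 5.49-fold (3.26 to 9.85). The next 7 peaks were nearest to YDR010C, BTN2, the glycolytic gene PGK1, the threonine aldolase gene GLY1, YLR112W, API2 and AAC1, a mitochondrial ADP/ATP carrier. Among these, PGK1 was at 11.8-fold (5.85 to 24.8) and BTN2 at 22.9-fold (9.82 to 93.8) over the control in replicate 1. The peak of AAC1 was denser in replicate 2 (13758) than in replicate 1 (12140), whereas the other 9 were denser in replicate 1. Table S1 of the paper assigns the AAC1 peak to FET3.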

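The RPL36B peak ranks 25th by mean Sgf73-Myc density, with RPL36B encoding a protein of the large ribosomal subunit. It lies on chromosome XVI from 76373 to 76593, and its centre is 244 bp upstream of the RPL36B start at 76239 on the minus strand. Its density was 12468 in replicate 1, 10451 in replicate 2 and 2101 in the WT control, a fold of 5.94 (95% interval 3.51 to 11.6) and 4.98 (2.94 to 9.72).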

### Genes encoding ribosomal proteins (RPs) are enriched for Sgf73 occupancy

To understand the most significant genes and pathways affected by Sgf73, we performed enrichment analyses using WebGestalt (Zhang *et al*., 2005; Wang *et al*., 2013), followed by Gene Ontology (GO) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) (Kanehisa & Goto, 2000; Kanehisa *et al*., 2012, 2014) analysis to reveal gene families and pathways that were enriched in the set of Sgf73‐occupied genes (Fig. S3A). Most striking from this analysis is the enrichment of ‘ribosome’ in GO terms and, significantly, ‘ribosome’ is the only enriched KEGG pathway (*P* = 1.96e‐34), with 57 of the 388 peaks (~14.5%) displaying Sgf73 occupancy proximal to a RP gene (Table 1). 

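RP genes were found among the Sgf73-occupied genes far more often than chance gives. The nearest gene of a shared peak was a cytosolic RP gene for 59 genes, 43.1% of the list, where 8.90 would fall there by chance (odds ratio 12.7, two-sided Fisher's exact test, p = 4.51e-35, against 6002 protein-coding genes). Of the 392 shared peaks, 60 (15.3%) had a RP gene nearest. The RP peaks with the highest mean density were those of RPL36B, RPL2A, RPL28, RPL13B and RPL19A, and the lowest were those of RPS16B, RPS31, RPL26A, RPL43B and RPL22A. RPL2A was at 9.81-fold (95% interval 4.43 to 23.4) and RPL22A at 6.08-fold (2.24 to 34.1) over the control in replicate 1. Of 8 other gene lists, 5 also had more occupied genes than chance gives, among them chaperones and heat shock genes (19 of 38, odds ratio 15.1, two-sided Fisher's exact test, adjusted p = 1.63e-12) and genes of glycolysis and fermentation (8 of 22, odds ratio 8.37, adjusted p = 1.69e-04 from the same Fisher's exact test). Genes of ribosome biogenesis (5 of 118, adjusted p = 0.448) and mitochondrial ribosomal proteins (2 of 73, adjusted p = 0.271) did not pass this Fisher's exact test. The lists were written before the files were opened but after Table S1 had been read, so they are not independent of the paper's peaks. The untagged WT control was itself denser at RP peaks than at other shared peaks (median 1148 against 860, two-sided permutation test, p = 0.0021). Taken as the lower of the 2 libraries, the Sgf73-Myc fold over that control was lower at RP peaks (median 5.21) than at other peaks (median 6.14). Sgf73-Myc density was higher at RP peaks by 0.29 on the log2 scale in replicate 1 (p = 0.0330) and by 0.20 in replicate 2 (p = 0.0757) in two-sided permutation tests over peaks, and with tags counted within 200 bp of the centre the difference in replicate 1 was 0.18 (two-sided permutation p = 0.184). Over the whole peak list of the same replicate, shared peaks included, the difference was 0.41 in replicate 1 (two-sided permutation p = 0.0013) and 0.24 in replicate 2 (two-sided permutation p = 0.0283).

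**Figure D2:**
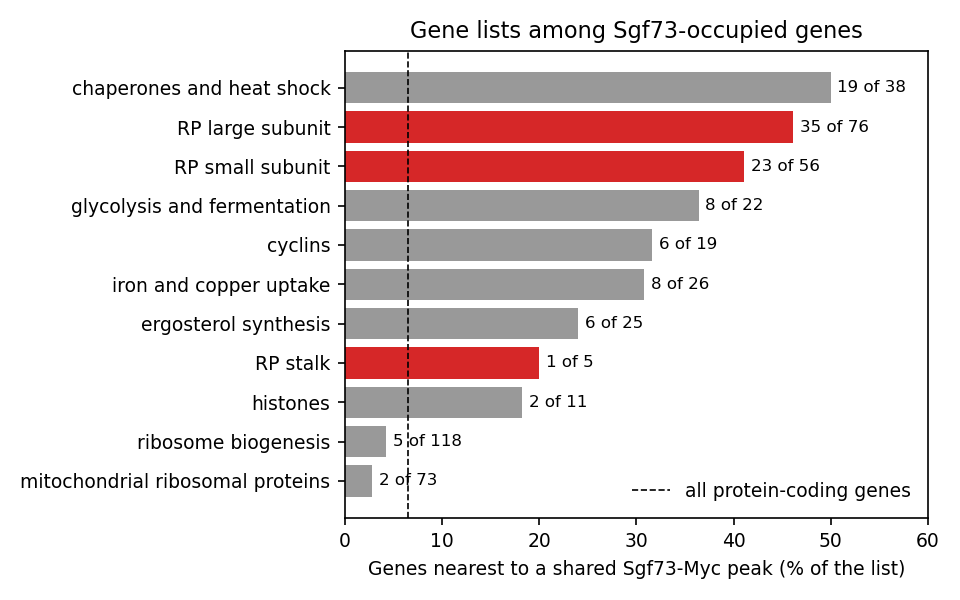
Share of each gene list (% of its members) that is the nearest gene of a shared Sgf73-Myc peak, with RP lists in red, other lists in grey, the members counted beside each bar, and the share of all protein-coding genes as a dashed line. Chaperones (19 of 38) and the large RP subunit (35 of 76) stand highest, and ribosome biogenesis (5 of 118) and mitochondrial ribosomal proteins (2 of 73) lie below the line.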

Survey of the ChIP‐Seq tracks confirmed the presence of Sgf73 RP occupancy peaks (Fig. 2). Of the 57 ribosomal protein genes, 36 encode large ribosomal subunits, 20 encode small ribosomal subunits, and one encodes a ribosomal stalk protein. It is noteworthy that numerous studies have linked ribosomal biogenesis to aging and have established that reduced expression of large ribosomal subunits can yield dramatically increased RLS (Kaeberlein *et al*., 2005; Steffen *et al*., 2008). Our findings thus indicate that Sgf73 loss of function may promote increased RLS by altering ribosome regulation.

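Both ribosomal subunits were represented. Of 76 genes of the large subunit, 35 were occupied (46.1%), and of 56 genes of the small subunit 23 were occupied (41.1%), while RPP2A was the 1 occupied gene of 5 stalk genes. The large subunit had an odds ratio of 13.4 (two-sided Fisher's exact test, adjusted p = 9.07e-22) and the small subunit 10.6 (adjusted p = 1.71e-13), and the stalk genes did not pass the test (odds ratio 3.60, adjusted p = 0.285). The densest peaks of the small subunit were those of RPS24A, RPS11B, RPS1A and RPS19B, at 5.35-fold, 4.97-fold, 5.65-fold and 5.37-fold over the control in replicate 1. Of the 57 genes of Table 1, 56 were nearest genes of a shared peak, the exception being RPL20A, whose start lies 257 bp from a peak centre that is 180 bp from the start of YMR242W-A. RPS11A, RPS24B and RPS23B were nearest genes outside Table 1. From the occupancy of RP genes and the known link of large ribosomal subunits to lifespan, the paper proposes that loss of Sgf73 may extend RLS by altering ribosome regulation.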

**Table 1:** Ribosomal protein genes with 5′ occupancy by Sgf73

Gene symbol	Gene name	Ensembl gene stable ID	Entrez ID
RPL1B	60S ribosomal protein L1	YGL135W	852742
RPL2A	60S ribosomal protein L2	YFR031C‐A	850590
RPL5	60S ribosomal protein L5	YPL131W	855972
RPL6A	60S ribosomal protein L6‐A	YML073C	854902
RPL6B	60S ribosomal protein L6‐B	YLR448W	851169
RPL7A	60S ribosomal protein L7‐A	YGL076C	852804
RPL8A	60S ribosomal protein L8‐A	YHL033C	856352
RPL10	60S ribosomal protein L10	YLR075W	850764
RPL13B	60S ribosomal protein L13‐B	YMR142C	855173
RPL14A	60S ribosomal protein L14‐A	YKL006W	853864
RPL16B	60S ribosomal protein L16‐B	YNL069C	855655
RPL17A	60S ribosomal protein L17‐A	YKL180W	853674
RPL19A	60S ribosomal protein L19	YBR084C‐A	852379
RPL19B	60S ribosomal protein L19	YBL027W	852254
RPL20A	60S ribosomal protein L20‐A	YMR242C	855283
RPL20B	60S ribosomal protein L20	YOR312C	854489
RPL22A	60S ribosomal protein L22‐A	YLR061W	850750
RPL23A	60S ribosomal protein L23	YBL087C	852191
RPL23B	60S ribosomal protein L23	YER117W	856853
RPL26A	60S ribosomal protein L26‐A	YLR344W	851058
RPL27B	60S ribosomal protein L27‐B	YDR471W	852082
RPL28	60S ribosomal protein L28	YGL103W	852775
RPL30	60S ribosomal protein L30	YGL030W	852853
RPL31A	60S ribosomal protein L31‐A	YDL075W	851484
RPL33A	60S ribosomal protein L33‐A	YPL143W	855960
RPL34B	60S ribosomal protein L34‐B	YIL052C	854759
RPL35A	60S ribosomal protein L35	YDL191W	851336
RPL36B	60S ribosomal protein L36‐B	YPL249C‐A	855826
RPL37B	60S ribosomal protein L37‐B	YDR500C	852111
RPL39	60S ribosomal protein L39	YJL189W	853250
RPL40A	60S ribosomal protein L40; Ubiquitin	YIL148W	854658
RPL41A	60S ribosomal protein L41	YDL184C	851344
RPL41B	60S ribosomal protein L41	YDL133C‐A	851422
RPL42A	60S ribosomal protein L42	YNL162W	855560
RPL43A	60S ribosomal protein L43	YPR043W	856156
RPL43B	60S ribosomal protein L43	YJR094W‐A	853557
RPP2A	60S acidic ribosomal protein P2‐alpha	YOL039W	854118
RPS0A	40S ribosomal protein S0‐A	YGR214W	853128
RPS0B	40S ribosomal protein S0‐B	YLR048W	850737
RPS1A	YLR441C	YLR441C	851162
RPS3	40S ribosomal protein S3	YNL178W	855543
RPS5	40S ribosomal protein S5	YJR123W	853587
RPS7A	40S ribosomal protein S7‐A	YOR096W	854263
RPS7B	40S ribosomal protein S7‐B	YNL096C	855628
RPS8B	40S ribosomal protein S8	YER102W	856839
RPS9A	40S ribosomal protein S9‐A	YPL081W	856024
RPS9B	40S ribosomal protein S9‐B	YBR189W	852487
RPS11B	40S ribosomal protein S11	YBR048W	852337
RPS12	40S ribosomal protein S12	YOR369C	854551
RPS14A	40S ribosomal protein S14‐A	YCR031C	850397
RPS16B	40S ribosomal protein S16	YDL083C	851476
RPS17B	40S ribosomal protein S17‐B	YDR447C	852058
RPS18B	40S ribosomal protein S18	YML026C	854982
RPS19B	40S ribosomal protein S19‐B	YNL302C	855414
RPS21B	40S ribosomal protein S21‐B	YJL136C	853305
RPS24A	40S ribosomal protein S24	YER074W	856805
RPS31	40S ribosomal protein S31; Ubiquitin	YLR167W	850864

**Figure 2:**
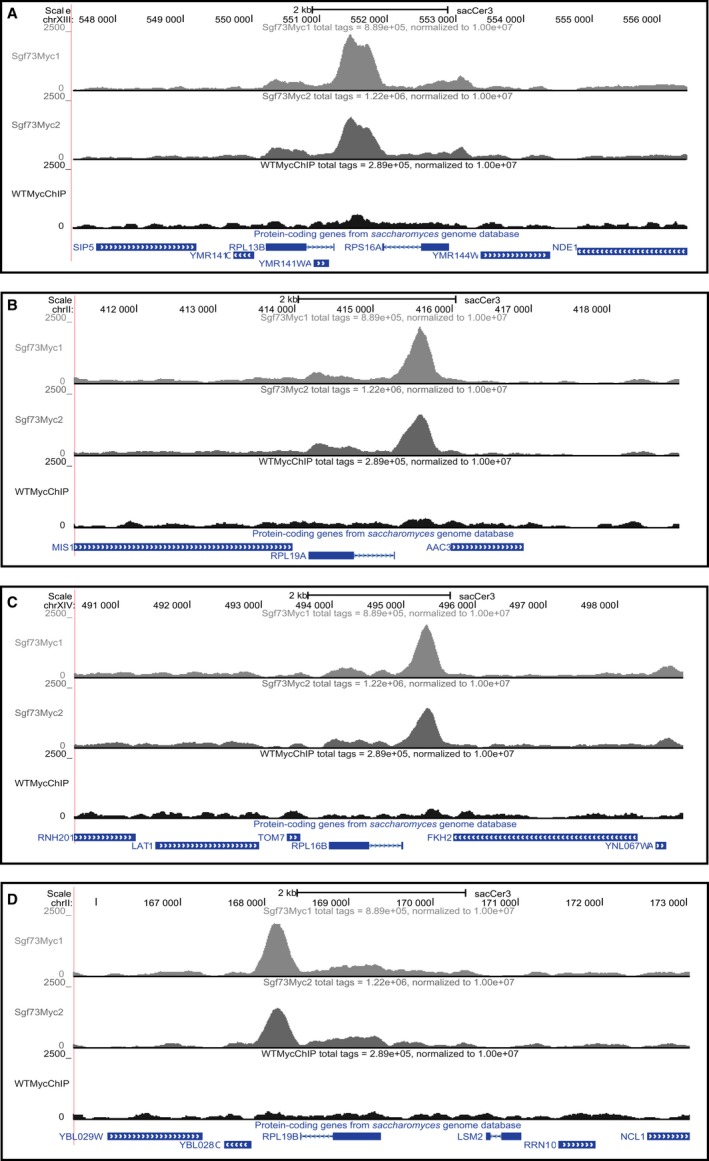
Representative genome tracks of RLS‐linked RP Sgf73 occupancy peaks. Many Sgf73‐occupied peaks that are linked to genes involved in RLS extension upon deletion map 5′ to RP genes. Shown are genome tracks of representative peaks of the following RLS‐linked RP genes: (A) RPL13B, (B) RPL19A, (C) RPL16B, and (D) RPL19B.

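All 4 genes encode proteins of the large ribosomal subunit, and each had a peak in both replicates with its centre upstream of the gene's start, by 242 bp at RPL13B, 336 bp at RPL19A, 333 bp at RPL16B and 288 bp at RPL19B. RPL13B (chromosome XIII, peak from 551342 to 551555) had a density of 10152 in replicate 1, 8606 in replicate 2 and 2281 in the WT control, so its fold over the control was 4.45 (95% interval 2.60 to 8.32) and 3.77 (2.21 to 7.03). RPL19A (chromosome II, 415490 to 415703) was at 9321, 8054 and 1878, or 4.96-fold (2.67 to 9.42) and 4.29-fold (2.32 to 8.14). RPL16B (chromosome XIV, 495216 to 495451) was at 8857, 7795 and 1493, or 5.93-fold (3.20 to 12.8) and 5.22-fold (2.83 to 11.2). RPL19B (chromosome II, 168010 to 168261), the paralog of RPL19A, was at 9092, 7530 and 1234, or 7.37-fold (3.79 to 16.3) and 6.10-fold (3.14 to 13.4). The intervals of the 4 folds overlap, and by mean Sgf73-Myc density the peaks rank 55, 68, 82 and 83 of 392.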

### Genes encoding large ribosomal subunits implicated in RLS extension studies are enriched for Sgf73 binding

Deletion of *SGF73* results in a dramatic extension in RLS. As a core component of the SAGA transcription coactivator complex, Sgf73 loss of function may alter the expression of genes catalogued to promote RLS extension. We considered the results of a recent study in which all nonessential yeast deletion mutants were subjected to RLS analysis (McCormick *et al*., 2015). 

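Of the 33 RLS-linked genes of Table 2, 31 were the nearest gene of a shared Sgf73-Myc peak. Besides RP genes they include HXK2 (hexokinase), IDH1 (mitochondrial isocitrate dehydrogenase), CYC1 (cytochrome c), SAM1 (S-adenosylmethionine synthetase), MPC3 (mitochondrial pyruvate carrier), CTH1, MNN1, YEH1, SCW4, POC4, YBR238C and YPR064W. FET3 and RPL20A, the remaining genes of Table 2, were not nearest genes: the start of FET3, a multicopper oxidase of iron uptake, lies 323 bp from a peak centre that is 255 bp from the start of AAC1. All 31 peaks were above the WT control in both replicates, from 3.79-fold to 10.2-fold in replicate 1 and from 3.43-fold to 10.1-fold in replicate 2 (two-sided exact binomial test, adjusted p under 0.05). The highest density was at YPR064W (chromosome XVI, 679064 to 679326), with 10749 and 9818 in replicates 1 and 2, and the lowest at MPC3 (chromosome VII, 976913 to 977164), with 2401 and 2324. The centre of the YPR064W peak lies 244 bp downstream of that gene's start, not upstream of it. HXK2 stood at 8.68-fold (95% interval 3.88 to 23.9) and CYC1 at 4.98-fold (2.24 to 12.2) over the control in replicate 1. These genes were chosen by the paper on these peaks, so their occupancy is not independent evidence, and the survey's whole list was not used here.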

Comparison of Sgf73 genomic occupancy sites with these 238 yeast genes, found to significantly promote RLS upon deletion, revealed 33 uniquely shared genes (Table 2; Fig. S3B). Among these 33 genes (McCormick *et al*., 2015), 20 encode RPs, of which 18 of the 20 RP genes encode large ribosomal subunits. 

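RP genes made up 19 of the 31 RLS-linked genes found nearest to a shared peak, 17 of them of the large subunit, and RPS12 (small subunit) and RPP2A (stalk) were the remaining RP genes. The median Sgf73-Myc density at the 19 RLS-linked RP peaks was 6815 in replicate 1 and 6031 in replicate 2, against 5423 and 4552 at the 12 other RLS-linked peaks and 6226 and 5517 at all shared peaks. The large subunit genes were RPL13B, RPL19A, RPL16B, RPL19B, RPL1B, RPL31A, RPL34B, RPL6A, RPL35A, RPL20B, RPL6B, RPL23A, RPL7A, RPL37B, RPL26A, RPL43B and RPL22A, in the order of their mean density. RPL6A, on chromosome XIII from 124317 to 124540, was at 8.23-fold (95% interval 3.43 to 21.2) and RPL26A, on chromosome XII from 818547 to 818767, at 3.79-fold (1.70 to 13.3) over the control in replicate 1. No test was made between the RLS-linked RP peaks and the other RLS-linked peaks, since Table 2 was drawn from these peaks.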

To confirm that these promoters are SAGA DUBm‐targeted, we performed ChIP analysis of Ubp8 and observed that Ubp8 co‐occupied 14 of the 19 RLS‐linked RP regions enriched for Sgf73 binding (Table S1 and Fig. S4). However, it should be noted that Sgf73 is known to bind DNA through its zinc finger domain (Bonnet *et al*., 2010), whereas there is no evidence for Ubp8 directly binding to DNA, which is supported by our detection of only 174 Ubp8 peaks, of which 171 are also Sgf73‐occupied (Table S2; Gene Expression Omnibus accession #GSE76461). 

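Ubp8 is the deubiquitinating enzyme of the SAGA module that Sgf73 anchors. Anti-Myc ChIP of Ubp8-Myc was analysed from 1 library, labelled replicate 2, with 1174390 tags extended to 210 bp, so none of its values has a replicate check. The header of the authors' Ubp8-Myc peak list names the pooled untagged WT tags as the control, a false discovery rate of 0.001, a fold of 4 over the control and over the surrounding 10000 bp, and a Poisson p of 0.0001 for each, and it lists 191 peaks. Of 1798 putative peaks, the header counts 1480 removed by the comparison with the control and 127 by the comparison with the surrounding region. A Ubp8-Myc peak was taken as shared when it overlapped a shared Sgf73-Myc peak by at least 1 bp, and tag densities were computed as for Sgf73-Myc.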

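Ubp8-Myc peaks were found at 15 of the 19 RLS-linked RP peaks of Sgf73-Myc and at 3 of the 12 peaks of other RLS-linked genes (YPR064W, HXK2 and MNN1). RPL13B, RPL1B, RPL37B and RPL43B had no Ubp8-Myc peak. At these 4 peaks the Ubp8-Myc tags were still above the untagged WT control, by 3.54-fold at RPL13B (95% interval 2.07 to 6.62), 4.00-fold at RPL1B (2.16 to 8.09), 2.87-fold at RPL37B (1.43 to 7.84) and 4.14-fold at RPL43B (1.54 to 11.9), with adjusted p from 4.79e-07 to 0.0027 in two-sided exact binomial tests. Among the co-occupied RP peaks, RPL6A had a Ubp8-Myc density of 6116, 7.08-fold over the control (2.95 to 18.2), and RPL22A a density of 3693, 6.75-fold (2.53 to 37.7). The median Ubp8-Myc density was 5406 at the RLS-linked RP peaks and 2629 at the peaks of other RLS-linked genes. RP peaks outside Table 2 had a Ubp8-Myc peak in 32 of 41 cases, which is not distinguishable from the 15 of 19 at the RLS-linked RP peaks (odds ratio 1.06, two-sided Fisher's exact test, p = 1.00).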

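Nearly all Ubp8-Myc peaks lay at Sgf73-Myc peaks, while many Sgf73-Myc peaks carried no Ubp8-Myc peak. Of the 191 Ubp8-Myc peaks, 174 (91.1%) overlapped a shared Sgf73-Myc peak, and these are 44.4% of the 392 shared peaks. With the Ubp8-Myc peaks moved to random genes, a mean of 9.22 and at most 17 overlapped in 200 draws. Of the 17 Ubp8-Myc peaks outside the shared peaks, 16 overlapped a peak of 1 Sgf73-Myc replicate, and the exception was a peak nearest to RPL4B. The 3 with the most normalized tags in the authors' deposited table were nearest to FTR1 (an iron permease), TYE7 (a regulator of glycolytic genes) and GTO3, with 2606, 1805 and 1286, and 6 were nearest to RP genes, namely RPS14B, RPS10B, RPL4B, RPS12, RPL8B and RPL12B. Ubp8-Myc peaks were more frequent at RP peaks (47 of 60, 78.3%) than at other shared peaks (127 of 332, 38.3%; odds ratio 5.84, two-sided Fisher's exact test, p = 1.17e-08). Ubp8-Myc density had a median of 5281 at RP peaks and 2981 at other peaks, and the ratio of Ubp8-Myc to mean Sgf73-Myc density was 0.815 at RP peaks and 0.566 at other peaks (difference of 0.53 on the log2 scale, two-sided permutation test over peaks, p = 1.00e-05, the smallest that 100000 resamples can give). Over all shared peaks, Ubp8-Myc tags were above the WT control at 349 of 392, with a median of 3.95-fold. Tags of both proteins were compared with the same control. In a Ubp8-Myc library simulated at the genome mean against that control 0 of the 392 shared peaks passed the test, which covers counting error alone. The paper states that Sgf73 binds DNA through its zinc finger domain and that there is no evidence of direct DNA binding by Ubp8, and reasons that the small number of Ubp8 peaks, nearly all shared with Sgf73, bears this out.

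**Figure D3:**
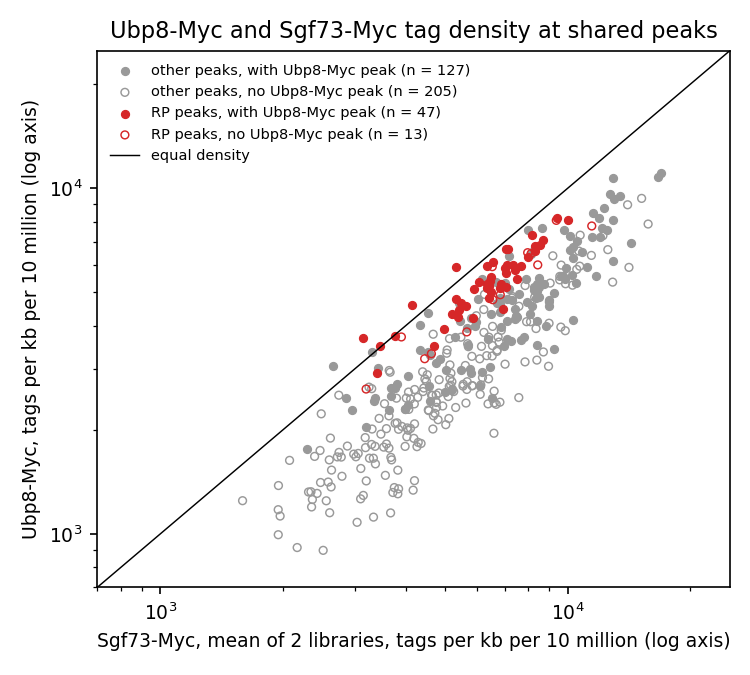
Ubp8-Myc density against the mean Sgf73-Myc density (tags per kb at 10000000 total tags, log axes) at the 392 shared peaks, with RP peaks in red, other peaks in grey, filled points where a Ubp8-Myc peak overlaps and open points where none does, and the line of equal density in black. At a given Sgf73-Myc density the RP peaks lie toward the upper edge of the other peaks, and 47 of the 60 RP peaks are filled against 127 of the 332 others.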

As the yeast RLS extension single‐gene deletion survey yielded a total of 26 RP genes encoding large ribosome subunits (McCormick *et al*., 2015), and 18 of these 26 large ribosome unit genes (i.e., ~69%) exhibit Sgf73 occupancy, altered regulation of large ribosomal subunit gene expression may contribute to the extreme RLS extension phenotype observed in *sgf73Δ* yeast strains.

**Table 2:** Sgf73 occupied genes implicated in replicative lifespan extension

Chr #	Start	End	Peak score	bp to TSS	Promoter ID	Gene name	Gene description
chrXIII	388 438	388 553	2899.699951	235	YMR058W	FET3	Ferro‐02‐oxidoredutase
chrXVI	679 114	679 269	2307.100098	240	YPR064W	YPR064W	
chrlV	765 359	765 481	2291.649902	−265	YDR151C	CTH1	Cth1p
chrXIII	551 398	551 502	2158.399902	−243	YMR142C	RPL13B	Ribosomal 60S subunit protein L13B
chrII	415 546	415 648	2027.050049	−336	YBR084C‐A	RPL19A	Ribosomal 60S subunit protein L19A
chrXIV	495 272	495 401	1984.149902	−335	YNL069C	RPL16B	Ribosomal 60S subunit protein L16B
chrII	168 066	168 211	1955	−285	YBL027W	RPL19B	Ribosomal 60S subunit protein L19B
chrVII	23 427	23 542	1886.400024	−451	YGL253W	HXK2	Hexokinase 2
chrVII	254 368	254 492	1819.050049	−211	YGL135W	RPL1B	Ribosomal 60S subunit protein L1B
chrIV	321 879	321 984	1733.550049	−295	YDL075W	RPL31A	Ribosomal 60S subunit protein L31A
chrXIV	559 344	559 470	1728.550049	−405	YNL037C	IDH1	Isocitrate dehydrogenase [NAD(+)]
chrXV	253 915	254 041	1710.600098	−319	YOL039W	RPP2A	Ribosomal protein P2A
chrIX	257 361	257 495	1688.699951	−365	YIL052C	RPL34B	Ribosomal 60S subunit protein L34B
chrXIII	124 367	124 483	1627.349976	−253	YML073C	RPL6A	Ribosomal 60S subunit protein L6A
chrIV	117 431	117 534	1530.599976	−182	YDL191W	RPL35A	Ribosomal 60S subunit protein L35A
chrXV	901 425	901 527	1482.649902	−282	YOR312C	RPL20B	Ribosomal 60S subunit protein L20B
chrXII	1 028 449	1 028 574	1472.050049	−343	YLR448W	RPL6B	Ribosomal 60S subunit protein L6B
chrXIII	754 426	754 526	1431.550049	179	YMR242C	RPL20A	Ribosomal 60S subunit protein L20A
chrV	153 026	153 167	1352.5	−424	YER001W	MNN1	Mnn1p
chrXII	125 194	125 303	1343.649902	−286	YLL012W	YEH1	Yeh1p
chrII	60 934	61 043	1330.300049	−249	YBL087C	RPL23A	Ribosomal 60S subunit protein L23A
chrVII	366 078	366 180	1292.449951	−133	YGL076C	RPL7A	Ribosomal 60S subunit protein L7A
chrXV	1 028 799	1 028 904	1232.300049	−226	YOR369C	RPS12	Ribosomal 40S subunit protein S12
chrX	525 859	525 976	1129.050049	−418	YJR048W	CYC1	Cyc1p
chrIV	1 450 918	1 451 035	1095.849976	−123	YDR500C	RPL37B	Ribosomal 60S subunit protein L37B
chrVII	1 050 308	1 050 489	1042.550049	−440	YGR279C	SCW4	Scw4p
chrXVI	280 095	280 222	954.099976	−322	YPL144W	POC4	Poc4p
chrXII	818 597	818 710	822.75	−659	YLR344W	RPL26A	Ribosomal 60S subunit protein L26A
chrXII	514 958	515 073	775.25	−247	YLR180W	SAM1	Methionine adenosyltransferase
chrX	607 973	608 113	763.5	−262	YJR094W‐A	RPL43B	Rpl43 bp
chrXII	263 015	263 122	756.400024	−126	YLR061W	RPL22A	Ribosomal 60S subunit protein L22A
chrII	697 587	697 702	604.550049	−342	YBR238C	YBR238C	Hypothetical protein
chrVII	976 969	977 114	599.450012	−295	YGR243W	FMP43	Fmp43p

### RP‐occupied genes Sgf73 have reduced expression in *sgf73Δ* mutants

To determine whether RP‐encoding genes identified as Sgf73 genomic occupancy sites undergo changes in gene expression upon *SGF73* deletion, we measured RNA expression levels of RP‐encoding genes that promote RLS extension in the *sgf73Δ* mutant. We detected reduced levels of gene expression for all tested RP‐encoding genes, with significant reductions in gene expression documented for nine of these RP‐encoding genes (Fig. 3A). We selected an additional 12 Sgf73‐occupied, non‐RLS‐promoting genes that encode ribosomal subunits for qRT–PCR analysis, as not all RPs may result in significant longevity on their own but could contribute in conjunction with other factors, and we similarly observed reduced expression levels for all 12 RP‐encoding genes, with the majority showing significant reductions (Fig. 3B). Reduced expression of genes encoding ribosomal subunits further supports a role for altered transcriptional regulation of RP‐encoding genes in the dramatic RLS phenotype documented in *sgf73Δ* mutants.

**Figure 3:**
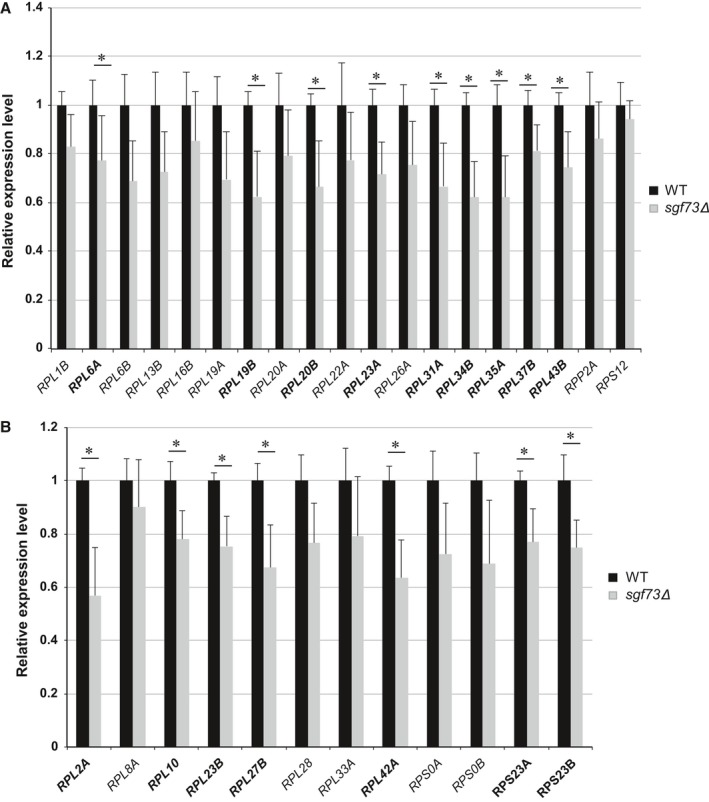
Ribosomal protein subunit genes, subject to Sgf73 occupancy and linked to replicative lifespan extension, display reduced expression in *sgf73Δ* mutants. RNA expression analysis of yeast ribosome protein (RP) subunit genes linked to replicative lifespan extension (A), and of yeast RP subunit genes not linked to replicative lifespan extension (B). Results represent qRT–PCR analysis of indicated RP subunit gene after normalization to the internal control *SCR1*. For each gene, expression in control WT (wild‐type) yeast was arbitrarily set to 1. Bold text indicates significant alterations. *P < 0.05, *t*‐test; *n* = 6 isolates/group; error bars = s.e.m.

### The *sgf73Δ* mutant exhibits blunted transcriptional repression in response to rapamycin

One well‐documented response to various stress stimuli is a reduction in the transcription of RP‐encoding genes [reviewed in (Xiao & Grove, 2009)]. To test whether downregulation of RP gene transcription is defective upon stress induction in *sgf73Δ* mutants, we treated WT and *sgf73Δ* yeast strains with rapamycin. Rapamycin inhibits TOR, resulting in the repression of RP gene expression, due to a shift toward binding with the repressive Fhl1 cofactor Crf1, as Ifh1 is constitutively bound at RP promoters and its cofactor binding partners determine RP transcriptional levels (Martin *et al*., 2004; Xiao & Grove, 2009). After treatment with 200 ng mL^−1^ rapamycin or ethanol vehicle control, we examined the level of RP gene expression in WT and *sgf73Δ* cells by qRT–PCR analysis. Although all tested RP genes displayed decreased expression upon rapamycin treatment in both WT and *sgf73Δ* yeast, we documented smaller reductions in RP gene expression in *sgf73Δ* strains compared to WT (Fig. 4). Strikingly, nine of the RLS‐linked RP genes (45%) retained significantly higher transcript levels in the *sgf73Δ* mutant in the face of rapamycin stress (Fig. 4A), whereas only two (16%) of the non‐RLS‐linked RP genes exhibited such blunted repression (Fig. 4B). Thus, despite maintaining lower RP gene expression levels in unchallenged conditions, *sgf73Δ* strains did not fully repress RP gene expression when treated with rapamycin. This implies defective RP regulation in both normal and stress conditions in the *sgf73Δ* mutant. Thus, in unchallenged situations, levels are beneficially lower, but during stress, they are higher—allowing cellular processes to persist.

**Figure 4:**
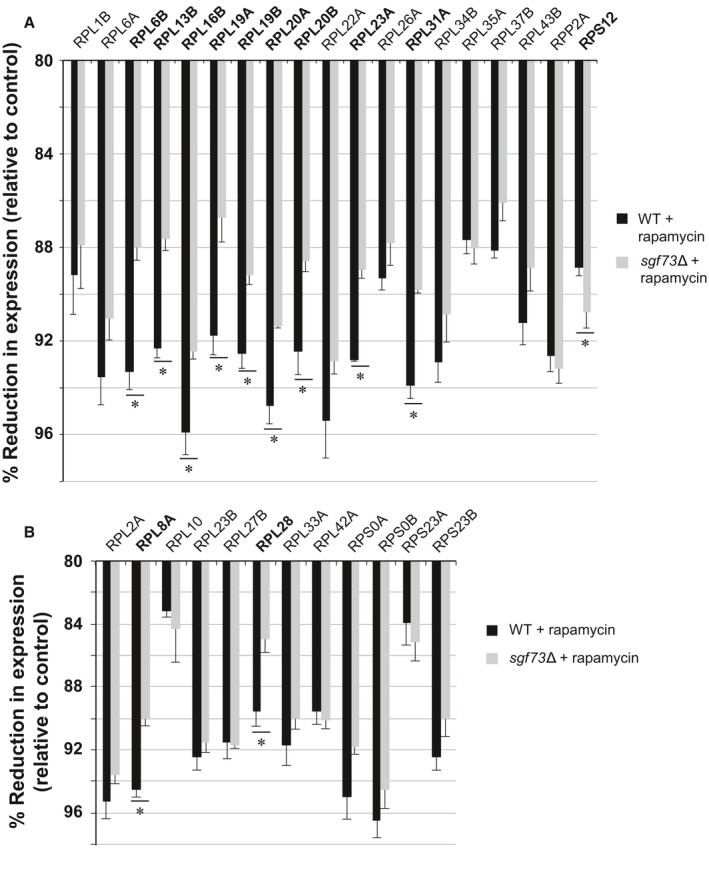
Rapamycin treatment elicits decreased transcriptional repression in *sgf73Δ* mutants. RNA expression analysis of yeast ribosomal protein subunit genes linked to replicative lifespan extension (A), and of yeast RP subunit genes not linked to replicative lifespan extension (B), after rapamycin treatment or exposure to ethanol (control). Results represent qRT–PCR analysis of indicated ribosomal protein subunit gene after normalization to internal control *SCR1*, and then after determining the ratio of expression in rapamycin‐treated yeast to expression in control‐treated yeast. The resultant ratio value was then subtracted from 100% to yield the % reduction in expression. Bold text indicates significant alterations. *P < 0.05, *t*‐test; *n* = 6 isolates/group; error bars = s.e.m.

To assess whether this transcription dysregulation is a general phenomenon or is restricted to RP‐encoding genes, we quantified the expression levels of non‐RP genes that display Sgf73 occupancy, including genes that promote RLS when deleted. Although significant differences were seen between WT and *sgf73Δ* strains, their expression did not follow the pattern observed for RP genes (Fig. 5A). This suggests that altered RP gene regulation under rapamycin stress conditions is specific to this set of transcripts, and is especially pronounced among RLS‐linked RP genes.

**Figure 5:**
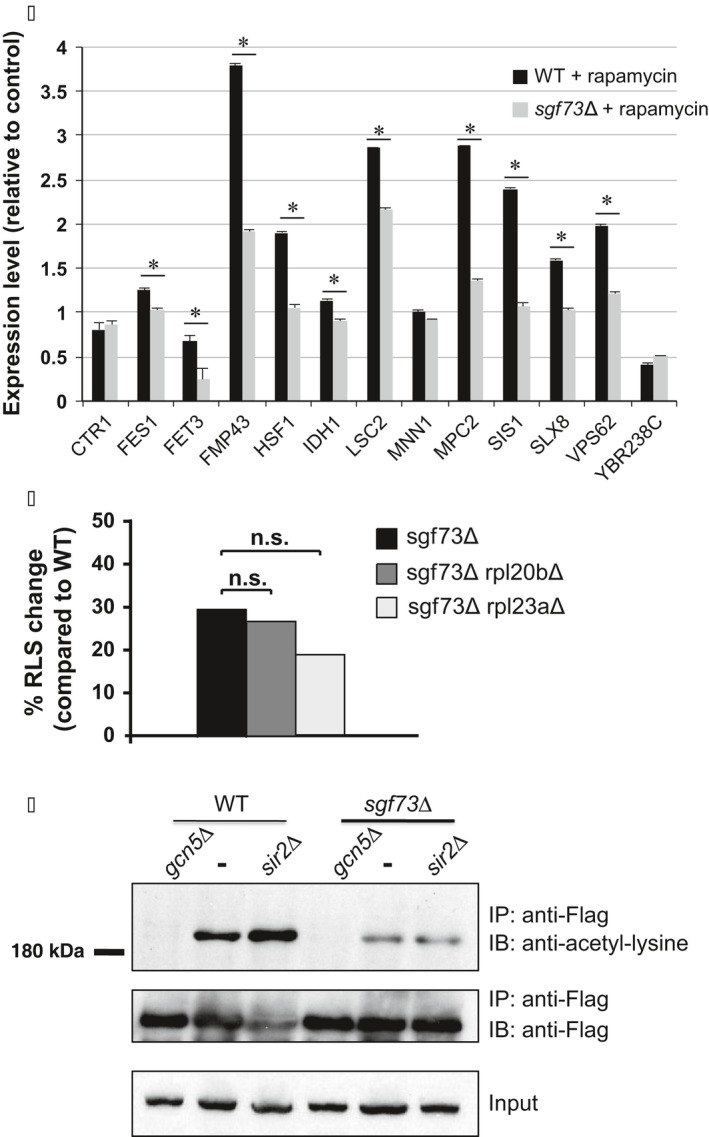
Sgf73 regulation of RLS‐linked RP genes is functionally linked to extreme lifespan extension in *sgf73Δ* yeast. (A) RNA expression analysis of Sgf73‐occupied yeast genes linked to replicative lifespan extension, but not encoding ribosomal protein subunits or protein translation regulators, after rapamycin treatment or exposure to ethanol (control). Results represent qRT–PCR analysis of indicated gene after normalization to the internal control *SCR1*, and then after determining the ratio of expression in rapamycin‐treated yeast to expression in control‐treated yeast. Unlike the response of ribosomal protein subunit genes upon rapamycin treatment, none of these genes exhibited blunted repression in *sgf73Δ* yeast in comparison with WT. *P < 0.05, *t*‐test; *n* = 6 isolates/group; error bars = s.e.m. (B) Double null yeast strains lacking *SGF73* and either *RPL20B* or *RPL23A* were created, and individual yeast cells from each double null strain, from the *sgf73Δ* yeast strain, and from a control wild‐type (WT) strain were subjected to RLS analysis by counting the number of daughter cells per 80 individual yeast cells/strain. Results are shown as the % increase in RLS compared to the WT strain. For *sgf73Δ* vs. *sgf73Δ rpl20bΔ*,* P* = 0.865, *t*‐test. For *sgf73Δ* vs. *sgf73Δ rpl23aΔ*,* P* = 0.765, *t*‐test. (C) Yeast strains were transformed as indicated with Ifh1‐Flag, and then after anti‐Flag antibody immunoprecipitation (IP: anti‐Flag), immunoblots were probed with anti‐acetylated lysine (IB: anti‐acetyl‐lysine). Top: Note increased acetyl‐lysine signal for Ifh1 in *sir2Δ* compared to WT yeast (–), and markedly reduced acetyl‐lysine signal for Ifh1 in *sgf73Δ* yeast without a second deletion mutation (–) compared to WT yeast without a deletion mutation (–). Also, note that the *sgf73Δ sir2Δ* double‐mutant strain does not exhibit increased acetyl‐lysine signal for Ifh1 when compared to the *sgf73Δ* yeast strain, indicating that Sir2‐catalyzed deacetylation of Ifh1 is impaired in the *sgf73Δ* yeast strain. Anti‐Flag immunoblots of anti‐Flag immunoprecipitated material (middle) and of protein lysates from input‐transformed yeast strains (bottom) confirm success of the immunoprecipitation and equivalent expression of transformed Ifh1‐Flag. Yeast lacking *GCN5* acetyltransferase (*gcn5Δ*) were used as a negative control.

### Sgf73 acts on the same pathway as ribosomal subunit genes to regulate replicative lifespan

Our results indicate that Sgf73 is regulating a subset of RP genes, and loss of Sgf73 regulation of these RP genes accounts for the extreme replicative lifespan phenotype in the *sgf73∆* mutant. To determine whether Sgf73 and RLS‐linked RP genes are acting on the same pathway, we created Sgf73 double null strains with either of two Sgf73‐regulated RLS‐linked RP genes (Rpl20b and Rpl23a) and then performed replicative lifespan analysis in comparison with the corresponding single‐gene null yeast strains. In both cases, we observed no further increase in replicative lifespan (Fig. 5B), indicating that Sgf73 and these RP genes are acting on the same pathway to regulate yeast lifespan.

### Acetylation of Ifh1 is reduced in the *sgf73∆* mutant

We considered the possibility that Sgf73 may affect RP gene expression through Ifh1, which is present at all RP promoters (Cai *et al*., 2013). Ifh1 is acetylated by Gcn5, which affects its binding to Fhl1, thereby modulating RP gene expression (Cherel & Thuriaux, 1995). Opposing activities of SAGA and Sir2 dictate the acetylation status of Ifh1, thereby linking metabolic state to RP gene expression. In cells lacking Gcn5 and the SAGA structural subunit Spt7, Ifh1 acetylation is greatly reduced, whereas disruption of *SIR2* results in higher acetylation levels of Ifh1 (Cai *et al*., 2013; Downey *et al*., 2013). As a member of SAGA, Sgf73 may determine the acetylation levels of Ifh1 by affecting Gcn5 activity or by recruiting the SAGA complex to the regulatory regions of RP genes. Alternatively, Sgf73 may alter Ifh1 acetylation levels through its physical interaction with Sir2 (McCormick *et al*., 2014). To evaluate the role of Ifh1 acetylation in Sgf73 mutants, we immunoprecipitated Ifh1‐Flag from WT and *sgf73∆* strains and immunoblotted with an anti‐acetyl‐lysine antibody. We observed reduced Ifh1 acetylation levels in the *sgf73∆* strain (Fig. 5C), although global histone H3K9/14 acetylation levels were not altered in the *sgf73∆* cells (Fig. S5), as previously reported (Lee *et al*., 2009). This lack of global disruption of SAGA target acetylation in the *sgf73∆* strain indicates that loss of Sgf73 function specifically affects SAGA‐mediated acetylation of Ifh1, resulting in increased Ifh1 deacetylation. When *SIR2* function is lost, acetylation of Ifh1 markedly increases (Fig. 5C), consistent with Sir2 deacetylation of Ifh1, as shown previously (Downey *et al*., 2013). To determine whether deletion of *SIR2* leads to increased Ifh1 acetylation levels in the *sgf73∆* mutant, we constructed the *sgf73∆ sir2∆* double mutant and measured Ifh1 acetylation. Strikingly, Ifh1 acetylation levels were not higher in the *sgf73∆ sir2∆* double mutant, compared to the *sgf73∆* mutant alone (Fig. 5C). These results indicate that Sir2‐dependent deacetylation of Ifh1 is already impaired in the absence of Sgf73, suggesting that Sgf73 is important for Sir2 targeting, an observation consistent with our previous findings (McCormick *et al*., 2014). When we compared Ifh1 acetylation in the *sgf73∆ sir2∆* double mutant to the *sir2∆* mutant alone, we observed reduced Ifh1 acetylation, indicating that a defect in SAGA complex‐mediated acetylation of Ifh1 is present in the *sgf73∆* mutant. Taken together, these results demonstrate that proper acetylation regulation of Ifh1 is lost in the *sgf73∆* strain through a disruption of both normal Gcn5 acetylation and Sir2 deacetylation.

## Discussion

Sgf73 is a transcriptional adaptor linking the core of the SAGA transcriptional coactivator complex to the Ubp8 DUB module. Previous studies have highlighted the importance of Sgf73 for Ubp8 DUB activity, showing that deletion of *SGF73* is sufficient to completely abolish Ubp8‐regulated deubiquitination of histone H2BK123 (Kohler *et al*., 2008). Furthermore, we have documented an interaction between Sgf73 and the deacetylase Sir2 and demonstrated that *sgf73Δ* cells have enhanced Sir2‐dependent activity (McCormick *et al*., 2014). These findings implicate Sgf73 as a coordinator of gene regulation between the Sir2 and Ubp8 chromatin modifiers, which is key to lifespan extension in *sgf73Δ* cells. In this study, we sought to identify the genomic regions bound by Sgf73 and thus determine how Sgf73 may coordinate epigenetic modifications to modulate gene expression in order to gain additional insight into mechanisms of aging and the human neurodegenerative disease SCA7.

Deletion of *SGF73* results in dramatic RLS extension, increasing median RLS by 65% and maximum RLS by 53% (McCormick *et al*., 2014). Our previous studies indicated that two major contributing factors to extended RLS in *sgf73Δ* mutants are increased H2BK123 ubiquitination and altered Sir2‐dependent deacetylation. In this study, we asked whether transcription dysregulation may also directly contribute to RLS extension in *sgf73* mutants. To define mechanisms of Sgf73 loss‐of‐function RLS extension, we performed Sgf73 ChIP‐Seq and identified 388 unique chromatin regions of Sgf73 occupancy. Most striking was the enriched occupancy of Sgf73 at positions 5′ to ribosomal subunit genes (57 genes; *P* = 1.96e‐34). Among these genes, 20 are known to extend RLS upon their deletion. In total, we found Sgf73 occupancy 5′ of 33 genes known to extend RLS upon deletion, including 20 ribosomal‐related genes.

With the finding of enrichment for Sgf73 occupancy at ribosomal genes and deep connections between ribosomal gene deletion and RLS extension, we asked whether loss of Sgf73 elicited transcriptional changes in these genes, and documented reduced RP gene expression upon *SGF73* deletion. We then constructed double null yeast strains lacking *SGF73* and either of two Sgf73‐regulated RLS‐linked RP genes and observed no further extension in RLS in such double null strains. Thus, Sgf73 appears to have a previously unrecognized role in ribosome biogenesis, and impaired ribosome biogenesis, resulting in reduced protein translation, is likely a major contributor to the extreme RLS extension observed in the *sgf73Δ* mutant. As reduced protein translation has been shown to promote lifespan extension in mice (Selman *et al*., 2009), our findings reinforce the importance of protein production balance as a deeply conserved factor in determining organismal lifespan.

A role for Sgf73 in ribosomal biogenesis is perhaps not unexpected, as SAGA is a stress‐induced transcriptional coactivator complex (Huisinga & Pugh, 2004), and previous studies have identified SAGA binding at RP genes (Cai *et al*., 2011), as well as binding of Gcn5 at RP genes (Venters *et al*., 2011). Gcn5 acetylates the RP gene transcription coactivator Ifh1 to reduce RP gene expression, and Ifh1 is also subject to Sir2 deacetylation (Cai *et al*., 2013; Downey *et al*., 2013). Indeed, Sgf73 appears to play a role in ribosomal biogenesis under treatment with rapamycin, a TOR inhibitor. Upon treatment with rapamycin, RP gene expression is reduced in WT cells through altered TOR regulation of Ifh1. Although we also observed reduced RP gene expression in *sgf73Δ* cells, this was not to the same extent as in WT cells, identifying Sgf73 as a key target of Ifh1 regulation. Our previous studies identified Sir2 as a key player in *sgf73Δ* RLS extension and documented a physical interaction between Sgf73 and Sir2 (McCormick *et al*., 2014). As ribosome protein biogenesis is highly dependent on Ifh1, with its recruitment and acetylation state affecting the degree to which RP genes are expressed (Downey *et al*., 2013), we considered a role for altered Ifh1 acetylation in the transcriptional dysregulation of RP‐encoding genes in the *sgf73Δ* mutant. Both SAGA and Sir2 influence acetylation of Ifh1, with Gcn5 promoting acetylation and Sir2 mediating deacetylation (Downey *et al*., 2013). Current models of RP gene expression regulation posit that a cycle of rapid acetylation and deacetylation of Ifh1 permits a burst of RP gene expression when nutrients become plentiful. According to this model, Sir2‐mediated Ifh1 deacetylation resets the system so that increased RP gene transcription can occur, and this increased transcription is then restrained upon Ifh1 acetylation (Downey *et al*., 2013). When we examined the acetylation levels of Ifh1 in the *sgf73Δ* mutant, we observed reduced Ifh1 acetylation. In the *sgf73Δ sir2Δ* double‐mutant strain, we found that Ifh1 acetylation levels were comparable to the *sgf73Δ* mutant, but were reduced compared to the *sir2Δ* mutant strain, indicating that both SAGA acetylation and Sir2 deacetylation of Ifh1 are impaired in the *sgf73Δ* strain. Thus, in *sgf73Δ* mutants, dynamic regulation of Ifh1 acetylation is lost, resulting in reduced RP gene expression at baseline and a failure to properly repress RP gene expression under stress. These findings support a model whereby Sgf73 is necessary for Sir2 deacetylation of Ifh1, and Sgf73 is also required for optimal Gcn5 acetylation of Ifh1. Reduced ribosomal biogenesis during progressive aging in *sgf73Δ* mutants is likely a factor in the extended RLS, as reduction in 60S ribosome subunits extends RLS. Taken together, these results highlight altered acetylation dynamics of target proteins as an upstream event in transcriptional dysregulation of ribosome biogenesis, which in the case of yeast aging appears to be beneficial. Whether ataxin‐7, the mammalian orthologue of Sgf73, is similarly important for acetylation‐mediated regulation of transcription and how polyglutamine expansion of ataxin‐7 in the human neurological disorder SCA7 may alter this acetylation regulation to promote neurodegeneration are important questions for future studies.

## Materials and methods

### Yeast strain construction and dilution assay

Tagging was performed as described, using the pFA6a‐13‐Myc‐kanMX6 plasmid and C‐terminal tagging primers (Longtine *et al*., 1998). In brief, the 13‐Myc‐KanMX6 sequence was amplified using primers with overhangs corresponding to 50 bp 5′ to the *SGF73* or *UBP8* stop codon, as well as 50 bp 3′ to the stop codon. Competent WT cells were prepared and transformed with the amplified product to integrate the tag by homologous recombination. Positive clones were selected on G418. Molecular genotyping was used to confirm the tags’ presence; positive strains were backcrossed to WT cells. Cells were grown overnight in 3 mL of YPD, then 1 A_600_ equivalent of cells was spun down, spent media were removed, and cells were resuspended in 1 mL of sterile water. 1:5 serial dilutions were then pinned onto control, selective, and/or drug plates.

### Chromatin immunoprecipitation

A 5 mL of YPD culture from a single yeast colony grown overnight at 30 °C was diluted in 100 mL of YPD for harvest at ~A_600_ L mL^−1^. Cells were fixed with 0.86% formaldehyde at room temperature (RT) for 25 min. The reaction was quenched with 125 mm glycine and 0.2% NH_4_OH for 5 min at RT. Cells were collected by centrifugation for 15 min. The pellet was washed three times with 20 mL of cold phosphate‐buffered saline (PBS). Washed cells were resuspended in the remaining wash buffer, moved to a 2‐mL tube, spun, and additional liquid removed. Cells were lysed in 1.5 mL of FA‐lysis buffer (50 mm HEPES‐KOH pH 7.5, 140 mm NaCl, 1 mm EDTA pH 8.0 0.1% sodium deoxycholate, 1% Triton X‐100, and 1x Roche complete proteinase inhibitors) with additional detergents (0.5% NP‐40 and 0.1% SDS) and divided between three 1.5‐mL tubes. Acid‐washed glass beads were then added to the meniscus, and cells were lysed by bead beating at 4 °C for 1 h. Lysate was transferred to a new 1.5‐mL tube. Chromatin was then sheared in a precooled horn sonicator (Sonic Dismembrator FB‐505, Fisher Scientific, Waltham, Massachusetts, USA), using pulse cycles of 20 s on and 30 s off at 80% amp for a total time of 30 min to achieve fragments of 250–400 bp. After sonication, tubes were spun at 4 °C for 5 min and the supernatant was transferred to low‐bind tubes (Lifetech, Carlsbad, California, USA AM12450). An equal volume of FA‐lysis buffer was added, and lysate was precleared with 10 μL of protein A:G magnetic beads for 30 min at 4 °C. A sample from each preparation was taken after preclearing to analyze input chromatin and protein. 100 μL of anti‐c‐Myc EZview resin (Sigma, St. Louis, Missouri, USA E6654‐1ML) was added to the samples and rotated overnight at 4 °C. Postbinding beads were washed twice with 1 mL FA‐lysis buffer, twice with 1 mL of wash buffer (10 mm Tris pH 8, 0.25M LiCl, 0.5% NP‐40, 0.5% sodium deoxycholate, 1 mm EDTA), and once with 1 mL of Tris‐EDTA (TE). Samples were de‐cross‐linked with 100 μL of TE + 1% SDS (with 10 μL taken for protein analysis) and incubated at 65 °C for 6 h. Following cross‐link reversal, 8 μL of TE and 2 μL of RNase were added and incubated at 37 °C for 1 h. 1.5 μL of proteinase K (20 mg mL^−1^) was added followed by overnight incubation at 37 °C. DNA was purified using the MinElute PCR Kit (Qiagen, Hilden, Germany 28006) and eluted with 13 μL of nuclease‐free water. Fragment size was analyzed on 6% acrylamide gels.

### ChIP‐Seq analysis

Libraries for sequencing were generated using the ChIP'd fragments and the Ovation ultralow DR multiplex 1–8 library system (NuGEN—0330). Library amplification was performed using 18 cycles of 94 °C—30 s, 60 °C—30 s, 72 °C—1 min, with a 2‐min 72 °C predenaturation step and 5‐min 72 °C extension step added. After library construction, fragments were size‐selected. Libraries were separated on 6% TBE‐acrylamide using Invitrogen's 25‐bp ladder, and DNA in the 150‐ to 400‐bp range was excised. DNA was recovered in 350 μL of elution buffer (300 mm NaCl, 10 mm Tris pH 7.6). The mixture was transferred to a SpinX tube (Sigma CLS1862) to remove gel from the DNA in suspension. DNA was precipitated in 1 mL cold 100% ethanol, 35 μL of sodium acetate (3M pH 5.2), and 2 μL glycogen (5 mg mL^−1^). Libraries were resuspended in 15 μL of Qiagen EB, and 1 μL was run on a 2100 Bioanalyzer DNA 100 chip (Agilent, Santa Clara, California, USA 5067‐1504). Sequencing was performed at Beijing Genomics Institute on the Illumina Hi‐seq 2000 platform. Single‐end 50‐bp read sequencing of the pooled libraries. Postsequencing, all reads were sorted by barcode and low‐quality sequence reads were removed. All ChIP‐Seq data are deposited and publicly available via Gene Expression Omnibus accession #GSE76461.

### Bioinformatics analysis and validation

To analyze the sequencing reads, we employed homer (Hypergeometric Optimization of Motif EnRichment) v4.2 http://biowhat.ucsd.edu/homer/. Raw sequence reads were evaluated with fastqc (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) for quality control. Sequence duplication was compensated for using only uniquely mapping reads. The *S. cerevisiae* S288c genome assembly from the Saccharomyces Genome Database (GCA_000146055.2) was used for all alignments and annotations. Oligonucleotide sequences for evaluation of ChIP and validation of occupancy will be furnished upon request.

### Whole‐cell lysate preparation and anti‐Flag immunoprecipitations

Protocol was adapted from Downey *et al*., 2013. Between 90 and 100 A_600_ equivalents of cells were collected by centrifugation, washed with phosphate‐buffered saline, and stored at −80 °C until lysis. Pellets were resuspended in 500 μL cold lysis buffer (0.5% Triton, 200 mm NaCl, 50 mm Tris–HCl pH 7.5, and 1 mm EDTA), supplemented with 10 mm sodium butyrate, 10 mm nicotinamide, 5 mm sodium fluoride, 1 mm dithiothreitol, and a cocktail of protease inhibitors including phenylmethylsulfonyl fluoride, leupeptin, benzamidine HCl, pepstatin, and tosyl phenylalanyl chloromethyl ketone (lysis buffer supplemented or LBS). Glass lysis beads were added to the meniscus in 50‐mL conical tubes and lysed at 4 °C. Six 1‐min durations of vortexing were carried out with 1 min on ice in between. Lysates were recovered by pipette, and the beads were washed with LBS. This wash was combined with the lysate. Extracts were clarified by centrifugation at 4 °C. Anti‐Flag M2 beads (Sigma‐Aldrich, St. Louis, Missouri, USA) were added to the lysate and incubated for 2–3 h on cold room nutator. The beads were washed three times with LBS. Following washes, remaining liquid was aspirated with an 18‐gauge needle. Immunoprecipitated proteins were eluted with 100 μL 2xUSB (8 M urea, 4% SDS, 10% ß‐mercaptoethanol, 125 mm Tris, pH 6.8) at 65 °C for 10 min. Prior to loading onto an 8% SDS‐PAGE gel, eluates were boiled for 5 min. Typically 50% of immunoprecipitated material was analyzed for each anti‐acetyl‐lysine (Chemicon, Temecula, California, USA) immunoblot.

## Conflict of interest

None declared.

## Funding

This study was supported by funds from the NIH: R01 EY014061 and R01 AG033082 (A.R.L.S.), R01 GM090177 (L.P.), T32 GM008666 (A.G.M.), T32 AG000266 (M.A.M.), and F32 GM089101 (R.M.G.).

## Supporting information

**Fig. S1** Validation of C‐terminal Myc‐tagged Sgf73 constructs and Myc ChIP.

**Fig. S2** Confirmation of Sgf73‐Myc function and Sgf73/Ubp8 ChIP for expected occupancy sites.

**Fig. S3** Gene ontology analysis of Sgf73 ChIP‐Seq data and comparison of Sgf73‐occupied genes with replicative lifespan promoting genes.

**Fig. S4** Ubp8 shares occupancy with Sgf73 RLS‐linked RP peaks.

**Fig. S5** Overall acetylation activity is not diminished in *sgf73Δ* yeast.

**Table S1** Sgf73 occupancy peaks from ChIP‐Seq analysis

**Table S2** Sgf73 and Ubp8 shared occupancy peaks from ChIP‐Seq analysis

# Supplementary material for: The replicative lifespan‐extending deletion of SGF73 results in altered ribosomal gene expression in yeast
**Source:** Aging Cell. 2017 May 31;16(4):785–96. doi: 10.1111/acel.12611
**Supplement:** Supplementary file 6 — Table S1 Sgf73 occupancy peaks from ChIP‐Seq analysis

Table S1. Sgf73 occupancy peaks from ChIP-Seq analysis

Chr #	Start	End	Peak Score	Distance:TSS	Nearest Promoter	Gene Name	Gene Description
chrI	141707	141838	3693	-341	YAL005C	SSA1	Hsp70 family ATPase SSA1
chrXVI	645455	645577	3649.449951	-434	YPR036W-A	YPR036W-A	hypothetical protein
chrXVI	75080	75186	3532.5	-414	YPL250C	ICY2	Icy2p
chrIV	465299	465407	3402.100098	30	YDR010C		
chrVII	772109	772212	3341.25	-294	YGR142W	BTN2	Btn2p
chrIII	137335	137440	3245.25	-359	YCR012W	PGK1	phosphoglycerate kinase
chrV	69152	69273	3229.25	53	YEL045C		
chrXII	97654	97755	3146.049805	-219	YLL024C	SSA2	Hsp70 family chaperone<br>SSA2
chrVII	914977	915084	3095.399902	-211	YGR211W	ZPR1	Zpr1p
chrIV	416997	417100	3093.399902	-340	YDL020C	RPN4	Rpn4p
chrXII	370597	370697	2938.949951	-144	YLR112W		
chrIV	1490147	1490262	2916.050049	-214	YDR524C-A		
chrXIII	388438	388553	2899.699951	-335	YMR058W	FET3	Ferro-O2-oxidoreductase
chrXIV	619847	619948	2890.5	-170	YNL006W	LST8	Lst8p
chrII	477329	477444	2832.100098	-285	YBR118W	TEF2	Tef2p
chrVII	371312	371427	2816.899902	-7	YGL072C		
chrVII	483464	483589	2808.100098	266	YGL007W		
chrIX	249160	249275	2802.5	-774	YIL056W	VHR1	Vhr1p
chrXII	368368	368489	2778.350098	-304	YLR108C	YLR108C	hypothetical protein
chrXV	619323	619443	2765.75	-457	YOR153W	PDR5	ATP-binding cassette<br>multidrug transporter PDR5
chrXI	518624	518748	2752.850098	-120	YKR040C		
chrXV	83246	83361	2713.899902	-383	YOL126C	MDH2	malate dehydrogenase<br>MDH2

chrXVI	76423	76536	2697.600098	-240	YPL249C-A	RPL36B	ribosomal 60S subunit protein L36B
chrIX	386713	386823	2683.350098	-1067	YIR018C-A	YIR018C-A	hypothetical protein
chrVII	884045	884150	2639.049805	-287	YGR192C	TDH3	glyceraldehyde-3-phosphate dehydrogenase (phosphorylating) TDH3
chrXV	797080	797207	2588.899902	-350	YOR246C	ENV9	Env9p
chrVII	609975	610076	2582.850098	-539	YGR060W	ERG25	methylsterol monooxygenase
chrVIII	122344	122456	2534.450195	365	YHR007C-A	YHR007C-A	hypothetical protein
chrII	444793	444899	2486.050049	-153	YBR101C	FES1	Fes1p
chrXV	877838	877959	2474.350098	-213	YOR298C-A	MBF1	Mbf1p
chrXII	86985	87090	2469.25	-366	YLL027W	ISA1	Isa1p
chrXIII	306644	306749	2452.200195	-793	YMR017W	SPO20	Spo20p
chrXIV	87501	87612	2443.75	-341	YNL289W	PCL1	Pcl1p
chrVII	785546	785668	2433.800049	-170	YGR146C-A	YGR146C-A	hypothetical protein
chrXIII	632111	632218	2425.75	-191	YMR186W	HSC82	Hsp90 family chaperone HSC82
chrXVI	641341	641530	2407.850098	-773	YPR035W	GLN1	glutamate--ammonia ligase
chrIV	132841	132988	2401.200195	-523	YDL182W	LYS20	homocitrate synthase LYS20
chrVI	221769	221872	2330.100098	-402	YFR031C-A	RPL2A	ribosomal 60S subunit protein L2A
chrVII	809750	809868	2316.850098	-389	YGR161C	RTS3	Rts3p
chrIV	1080572	1080682	2313.25	-428	YDR309C	GIC2	Gic2p
chrIII	78427	78535	2311.699951	-562	YCL025C	AGP1	Agp1p
chrXVI	679114	679269	2307.100098	240	YPR064W		
chrXIV	739430	739557	2297.049805	-458	YNR060W	FRE4	Fre4p
chrXVI	40478	40599	2293.699951	-505	YPL265W	DIP5	Dip5p
chrIV	765359	765481	2291.649902	-265	YDR151C	CTH1	Cth1p

chrVI	225173	225280	2282.100098	-457	YFR033C	QCR6	ubiquinol--cytochrome-c reductase subunit 6
chrXV	109715	109850	2261.600098	-515	YOL109W	ZEO1	Zeo1p
chrXI	99841	99943	2238.050049	-779	YKL182W	FAS1	tetrafunctional fatty acid synthase subunit FAS1
chrXVI	785815	785935	2232	-333	YPR124W	CTR1	Ctr1p
chrXI	381883	381993	2218.75	-80	YKL032C	IXR1	lxr1p
chrVII	310724	310830	2204.850098	-190	YGL103W	RPL28	ribosomal 60S subunit protein L28
chrXII	253425	253546	2199.549805	-376	YLR056W	ERG3	C-5 sterol desaturase
chrIV	806329	806433	2185.649902	-240	YDR171W	HSP42	Hsp42p
chrX	521723	521839	2181.350098	-179	YJR045C	SSC1	Hsp70 family ATPase SSC1
chrXI	258357	258458	2181.050049	506	YKL097C		
chrXVI	98796	98904	2175.449951	-225	YPL240C	HSP82	Hsp90 family chaperone HSP82
chrXIII	551398	551502	2158.399902	-243	YMR142C	RPL13B	ribosomal 60S subunit protein L13B
chrXIII	362278	362398	2112.649902	289	YMR045C	YMR045C	gag-pol fusion protein
chrXIII	302883	303024	2109.600098	-468	YMR015C	ERG5	C-22 sterol desaturase
chrV	306028	306150	2074.899902	-234	YER074W	RPS24A	ribosomal 40S subunit protein S24A
chrIII	122610	122748	2055.049805	324	YCR006C		
chrI	71087	71225	2043.899902	-630	YAL038W	CDC19	pyruvate kinase CDC19
chrIV	221994	222116	2043.699951	-254	YDL133C-A	RPL41B	ribosomal 60S subunit protein L41B
chrXIII	915350	915470	2029.850098	-872	YMR319C	FET4	Fet4p
chrII	140573	140678	2027.449951	-365	YBL042C	FUI1	Fui1p
chrII	415546	415648	2027.050049	-336	YBR084C-A	RPL19A	ribosomal 60S subunit protein L19A
chrV	225532	225632	2020	-307	YER037W	PHM8	Phm8p

chrVII	598973	599078	2016.849976	-392	YGR055W	MUP1	Mup1p
chrIV	976598	976701	1996.599976	580	YDR260C	SWM1	Swm1p
chrII	221556	221691	1995.699951	293	YBL005W-B	YBL005W-B	gag-pol fusion protein
chrVII	726667	726769	1994.349976	-239	YGR117C	YGR117C	hypothetical protein
chrIV	894079	894197	1987.550049	364	YDR215C		
chrII	332549	332653	1984.5	-230	YBR048W	RPS11B	ribosomal 40S subunit protein S11B
chrXIV	495272	495401	1984.149902	-335	YNL069C	RPL16B	ribosomal 60S subunit protein L16B
chrXI	164629	164731	1972.899902	-295	YKL152C	GPM1	phosphoglycerate mutase GPM1
chrIII	228865	228974	1965.25	-391	YCR065W	HCM1	Hcm1p
chrII	168066	168211	1955	-285	YBL027W	RPL19B	ribosomal 60S subunit protein L19B
chrXIII	253438	253555	1952.350098	-224	YML007C-A	YML007C-A	hypothetical protein
chrIV	591702	591833	1930	-423	YDR072C	IPT1	inositolphosphotransferase
chrXIII	408541	408658	1925.349976	-555	YMR070W	MOT3	Mot3p
chrXIV	576314	576456	1920.25	-335	YNL031C	HHT2	Hht2p
chrXII	645883	646012	1898.299927	6	YLR255C		
chrVII	149217	149324	1897.75	246	YGL188C		
chrXIV	63173	63298	1897.200073	-292	YNL302C	RPS19B	ribosomal 40S subunit protein S19B
chrXIII	225563	225673	1892.600098	-253	YML025C	YML6	mitochondrial 54S ribosomal protein YmL6
chrXII	809351	809459	1890.649902	-592	YLR342W	FKS1	Fks1p
chrXVI	453531	453639	1888.549927	150	YPL056C	LCL1	Lcl1p
chrVII	23427	23542	1886.400024	-451	YGL253W	HXK2	hexokinase 2
chrXII	1019008	1019117	1878.75	-154	YLR441C	RPS1A	ribosomal 40S subunit protein S1A
chrVI	106456	106562	1876.299927	94	YFL015W-A		

chrIV	769194	769295	1871.199951	-244	YDR155C	CPR1	peptidylprolyl isomerase<br>CPR1
chrIV	1468880	1469013	1857.5	-454	YDR510W	SMT3	SUMO family protein SMT3
chrXII	88325	88433	1855.5	-244	YLL026W	HSP104	chaperone ATPase HSP104
chrXV	987633	987812	1826.649902	1060	YOR348C	PUT4	Put4p
chrXII	568200	568307	1820.25	-314	YLR214W	FRE1	Fre1p
chrVII	254368	254492	1819.050049	-211	YGL135W	RPL1B	ribosomal 60S subunit<br>protein L1B
chrXV	968087	968210	1809.400024	326	YOR343C		
chrXI	327452	327569	1799.650024	-23	YKL060C	FBA1	fructose-bisphosphate<br>aldolase FBA1
chrXVI	432008	432169	1799.650024	193	YPL062W		
chrXIII	540470	540591	1797.449951	-474	YMR135C	GID8	glucose-induced degradation<br>complex subunit GID8
chrIX	254323	254427	1793.899902	-168	YIL054W	YIL054W	hypothetical protein
chrVIII	48291	48430	1792.599976	-392	YHL029C	OCA5	Oca5p
chrXV	27930	28050	1785.900024	906	YOL155W-A	YOL155W-A	hypothetical protein
chrXVI	794676	794786	1764.150024	-233	YPR131C	NAT3	Nat3p
chrIV	892501	892609	1760.400024	-320	YDR214W	AHA1	Aha1p
chrIV	1165017	1165208	1759.149902	-452	YDR345C	HXT3	Hxt3p
chrX	291143	291259	1751.350098	-427	YJL079C	PRY1	Pry1p
chrII	408680	408781	1741.449951	-439	YBR083W	TEC1	Tec1p
chrIV	974377	974480	1740.800049	-185	YDR258C	HSP78	chaperone ATPase HSP78
chrIV	321879	321984	1733.550049	-295	YDL075W	RPL31A	ribosomal 60S subunit<br>protein L31A
chrIV	550979	551096	1732.649902	-461	YDR046C	BAP3	Bap3p
chrXIV	559344	559470	1728.550049	-405	YNL037C	IDH1	isocitrate dehydrogenase<br>(NAD(+)) IDH1
chrXI	67856	67969	1724.5	-446	YKL201C	MNN4	Mnn4p

chrIV	357221	357333	1721.399902	-518	YDL055C	PSA1	mannose-1-phosphate<br>guanylyltransferase
chrXII	737858	737998	1715.099976	-380	YLR304C	ACO1	aconitate hydratase ACO1
chrXVI	653977	654090	1714.699951	-133	YPR043W	RPL43A	ribosomal 60S subunit<br>protein L43A
chrXV	253915	254041	1710.600098	-319	YOL039W	RPP2A	ribosomal protein P2A
chrVII	516402	516507	1696.400024	-489	YGR014W	MSB2	Msb2p
chrV	396441	396542	1692.199951	-278	YER117W	RPL23B	ribosomal 60S subunit<br>protein L23B
chrIX	257361	257495	1688.699951	-365	YIL052C	RPL34B	ribosomal 60S subunit<br>protein L34B
chrV	364279	364401	1678	-249	YER103W	SSA4	Hsp70 family chaperone<br>SSA4
chrXII	241894	241996	1676	-287	YLR048W	RPS0B	ribosomal 40S subunit<br>protein S0B
chrXIII	880621	880722	1673.449951	-439	YMR305C	SCW10	Scw10p
chrXIV	444493	444598	1658.099976	-230	YNL096C	RPS7B	ribosomal 40S subunit<br>protein S7B
chrXIV	331036	331137	1652.699951	-236	YNL162W	RPL42A	ribosomal 60S subunit<br>protein L42A
chrXIII	661832	661940	1646.300049	-758	YMR199W	CLN1	Cln1p
chrXV	232167	232269	1644.25	-463	YOL052C-A	DDR2	Ddr2p
chrVII	920127	920250	1631.900024	-387	YGR214W	RPS0A	ribosomal 40S subunit<br>protein S0A
chrX	651426	651538	1628.449951	-419	YJR123W	RPS5	Rps5p
chrXIII	124367	124483	1627.349976	-253	YML073C	RPL6A	ribosomal 60S subunit<br>protein L6A
chrXV	779633	779774	1625.900024	-167	YOR235W		
chrX	157391	157495	1625.800049	-170	YJL136C	RPS21B	Rps21bp

							sedoheptulose-7-phosphate:D-glyceraldehyde-3-phosphate transaldolase<br>TAL1
chrXII	837671	837775	1623.75	-366	YLR354C	TAL1	
chrVII	557749	557863	1622.199951	241	YGR035W-A	YGR035W-A	hypothetical protein
chrX	75554	75706	1620.550049	-303	YJL189W	RPL39	Rpl39p
chrIV	491198	491321	1614.149902	242	YDR024W		
chrXIII	26153	26277	1612.949951	203	YML122C		
chrV	141172	141289	1601.400024	-412	YEL008C-A		
chrXII	941022	941126	1596.400024	-409	YLR410W-A	YLR410W-A	gag protein
chrXII	1012184	1012302	1595.599976	-220	YLR437C	DIF1	Dif1p
chrVII	398060	398174	1594.449951	-499	YGL056C	SDS23	Sds23p
chrXVI	297165	297293	1591.349976	-324	YPL135W	ISU1	Isu1p
chrXIV	481044	481146	1584.050049	-296	YNL077W	APJ1	Apj1p
chrIII	17042	17170	1578.25	-184	YCL063W	VAC17	Vac17p
chrVII	438598	438715	1571.650024	-435	YGL030W	RPL30	ribosomal 60S subunit<br>protein L30
chrIX	68403	68520	1566	-247	YIL148W	RPL40A	ubiquitin-ribosomal 60S<br>subunit protein L40A fusion<br>protein
chrIV	234460	234589	1565.099976	-403	YDL127W	PCL2	Pcl2p
chrXII	704439	704551	1564.5	186	YLR279W		
chrX	236586	236708	1561.900024	-291	YJL101C	GSH1	Gsh1p
chrV	362398	362512	1560.900024	-645	YER102W	RPS8B	ribosomal 40S subunit<br>protein S8B
chrVIII	450904	451015	1560.849976	194	YHR173C	YHR173C	hypothetical protein
chrXV	424438	424542	1557.900024	127	YOR050C		
chrXIII	224035	224154	1554.300049	-266	YML026C	RPS18B	ribosomal 40S subunit<br>protein S18B

chrII	89622	89733	1553.099976	-121	YBL071C-B	YBL071C-B	hypothetical protein
chrVIII	462119	462233	1547.650024	-326	YHR179W	OYE2	Oye2p
chrII	392568	392681	1542.949951	-331	YBR077C	SLM4	Slm4p
chrV	222426	222534	1542.5	-159	YER035W	EDC2	Edc2p
chrXII	84210	84327	1535.75	-536	YLL028W	TPO1	Tpo1p
chrIV	117431	117534	1530.599976	-182	YDL191W	RPL35A	ribosomal 60S subunit protein L35A
chrIX	22172	22282	1528.800049	-3674	YIL172C	IMA3	Ima3p
chrXIV	763158	763262	1523	-618	YNR069C	BSC5	Bsc5p
chrIII	178331	178439	1519.449951	-165	YCR031C	RPS14A	ribosomal 40S subunit protein S14A
chrX	123110	123216	1518.600098	-215	YJL158C	CIS3	Cis3p
chrII	236086	236201	1518.600098	-349	YBL002W	HTB2	Htb2p
chrIV	130611	130753	1513.25	-198	YDL184C	RPL41A	ribosomal 60S subunit protein L41A
chrXV	901425	901527	1482.649902	-282	YOR312C	RPL20B	ribosomal 60S subunit protein L20B
chrII	407335	407438	1473.5	-217	YBR082C	UBC4	E2 ubiquitin-conjugating protein UBC4
chrXII	1028449	1028574	1472.050049	-343	YLR448W	RPL6B	ribosomal 60S subunit protein L6B
chrII	217192	217304	1467.349976	-119	YBL006C	LDB7	Ldb7p
chrXIV	503192	503298	1465.800049	-479	YNL065W	AQR1	Aqr1p
chrII	555857	555975	1464.099976	-633	YBR158W	AMN1	Amn1p
chrXVI	281806	281916	1462.199951	-261	YPL143W	RPL33A	ribosomal 60S subunit protein L33A
chrXII	282749	282850	1457.149902	-128	YLR075W	RPL10	ribosomal 60S subunit protein L10
chrV	284803	284951	1445.849976	-655	YER064C	VHR2	Vhr2p
chrIII	123589	123699	1445.400024	-641	YCR006C		

chrVIII	505877	505989	1438.25	-386	YHR204W	MNL1	Mnl1p
chrVIII	384814	384915	1433.649902	-646	YHR143W	DSE2	Dse2p
chrXIII	754426	754526	1431.550049	179	YMR242C	RPL20A	ribosomal 60S subunit protein L20A
chrIV	1278743	1278855	1429.699951	-411	YDR406W	PDR15	ATP-binding cassette multidrug transporter PDR15
chrXVI	425314	425465	1427.5	-293	YPL068C	YPL068C	hypothetical protein
chrIV	600048	600162	1425.600098	-688	YDR077W	SED1	Sed1p
chrXVI	502824	503000	1421.25	118	YPL025C		
chrXV	312689	312792	1416.849976	-373	YOL007C	CSI2	Csi2p
chrXI	231062	231179	1408.650024	-1107	YKL109W	HAP4	Hap4p
chrIX	127827	127946	1406.699951	-265	YIL123W	SIM1	Sim1p
chrXII	897920	898023	1393.75	-299	YLR387C	REH1	Reh1p
chrVII	384781	384917	1392.150024	-198	YGL063C-A		
chrXIII	751433	751534	1386.550049	-243	YMR240C	CUS1	Cus1p
chrXIII	675196	675318	1386.199951	-491	YMR205C	PFK2	6-phosphofructokinase subunit beta
chrXV	904003	904112	1374.300049	-401	YOR314W-A		
chrIV	1355690	1355800	1370.25	-192	YDR447C	RPS17B	ribosomal 40S subunit protein S17B
chrXI	326149	326290	1369.650024	448	YKL061W	BLI1	Bli1p
chrXVI	302905	303019	1368.25	-159	YPL131W	RPL5	ribosomal 60S subunit protein L5
chrXI	108988	109092	1362.650024	-229	YKL180W	RPL17A	ribosomal 60S subunit protein L17A
chrXVI	188724	188846	1362.5	-272	YPL189C-A	COA2	Coa2p
chrV	174817	174926	1358.800049	-377	YER011W	TIR1	Tir1p
chrIV	1401480	1401586	1358	-237	YDR471W	RPL27B	ribosomal 60S subunit protein L27B

chrXIII	653544	653670	1355.350098	-427	YMR195W	ICY1	Icy1p
chrV	153026	153167	1352.5	-424	YER001W	MNN1	Mnn1p
chrV	545185	545334	1348.849976	-352	YER177W	BMH1	Bmh1p
chrXV	1004227	1004345	1347.349976	-851	YOR355W	GDS1	Gds1p
chrXII	125194	125303	1343.649902	-286	YLL012W	YEH1	Yeh1p
chrXVI	67103	67213	1342.699951	-544	YPL256C	CLN2	Cln2p
chrXIII	510965	511080	1341.699951	53	YMR122C		
chrVII	856795	856928	1337.550049	-560	YGR180C	RNR4	ribonucleotide-diphosphate reductase subunit RNR4
chrIV	568935	569047	1333.399902	-288	YDR058C	TGL2	Tgl2p
chrXIV	662059	662194	1331.699951	-752	YNR016C	ACC1	acetyl-CoA carboxylase ACC1
chrII	604264	604410	1331.399902	-171	YBR189W	RPS9B	ribosomal 40S subunit protein S9B
chrII	60934	61043	1330.300049	-249	YBL087C	RPL23A	ribosomal 60S subunit protein L23A
chrII	466265	466410	1314.550049	-567	YBR112C	CYC8	Cyc8p
chrVIII	35959	36080	1295.150024	6	YHL033C	RPL8A	ribosomal 60S subunit protein L8A
chrVII	366078	366180	1292.449951	-133	YGL076C	RPL7A	ribosomal 60S subunit protein L7A
chrXII	65478	65595	1285.399902	-329	YLL039C	UBI4	ubiquitin
chrX	623064	623166	1282.199951	-101	YJR104C	SOD1	Sod1p
chrVII	650916	651020	1281.75	-351	YGR086C	PIL1	Pil1p
chrXI	533346	533477	1275.349976	53	YKR052C	MRS4	Mrs4p
chrX	159992	160104	1272.5	-201	YJL133C-A	YJL133C-A	hypothetical protein
chrVIII	293514	293634	1257.25	631	YHR095W		
chrV	322007	322114	1252.150024	-626	YER081W	SER3	phosphoglycerate dehydrogenase SER3
chrIV	1434497	1434597	1251.599976	-279	YDR490C	PKH1	Pkh1p

chrIV	369019	369137	1242.050049	-693	YDL047W	SIT4	Sit4p
chrXV	1028799	1028904	1232.300049	-226	YOR369C	RPS12	ribosomal 40S subunit protein S12
chrX	173127	173231	1230.699951	-812	YJL130C	URA2	Ura2p
chrXV	762189	762320	1224.400024	-170	YOR226C	ISU2	Isu2p
chrXII	665102	665237	1219.899902	-167	YLR259C	HSP60	chaperone ATPase HSP60
chrVII	766278	766386	1219.899902	606	YGR139W		
chrXIII	852188	852303	1216.949951	-385	YMR291W	TDA1	Tda1p
chrXV	384815	384916	1211.849976	265	YOR029W		
chrIV	721855	721970	1199.599976	-615	YDR133C		
chrIX	232664	232776	1198	-293	YIL068W-A		
chrXI	428546	428673	1192.449951	-58	YKL008C	LAC1	sphingosine N-acyltransferase LAC1
chrXIV	302459	302564	1192.449951	-169	YNL178W	RPS3	ribosomal 40S subunit protein S3
chrXI	463166	463280	1189.900024	-527	YKR011C	YKR011C	hypothetical protein
chrIV	1362422	1362534	1184.699951	-297	YDR451C	YHP1	Yhp1p
chrXII	39519	39635	1181.400024	-106	YLL051C	FRE6	Fre6p
chrXII	950693	950810	1160.050049	-278	YLR412C-A	YLR412C-A	hypothetical protein
chrX	69033	69168	1150.949951	-238	YJL194W	CDC6	AAA family ATPase CDC6
chrII	292037	292149	1150.050049	-228	YBR025C	OLA1	Ola1p
chrXI	431245	431385	1146.300049	-591	YKL006W	RPL14A	ribosomal 60S subunit protein L14A
chrVII	702960	703075	1142.449951	350	YGR107W		
chrV	335515	335681	1141.800049	-329	YER088W-B		
chrII	452252	452366	1134.650024	-340	YBR105C	VID24	glucose-induced degradation complex subunit VID24
chrX	525859	525976	1129.050049	-418	YJR048W	CYC1	Cyc1p
chrVII	987318	987437	1125.25	-672	YGR249W	MGA1	Mga1p

chrIV	556658	556799	1123.25	-256	YDR050C	TPI1	triose-phosphate isomerase<br>TPI1
chrXVI	491689	491791	1122.900024	-376	YPL032C	SVL3	Svl3p
chrVII	271917	272031	1122.400024	-546	YGL125W	MET13	methylenetetrahydrofolate<br>reductase (NAD(P)H)<br>MET13
chrII	159876	159979	1120.800049	-234	YBL033C	RIB1	GTP cyclohydrolase II
chrVII	166154	166290	1109.099976	-1130	YGL178W	MPT5	Mpt5p
chrV	16082	16239	1109	-195	YEL071W	DLD3	Dld3p
chrXIII	347180	347300	1099.400024	-723	YMR037C	MSN2	Msn2p
chrII	614216	614316	1099.300049	-93	YBR196C-A	YBR196C-A	hypothetical protein
chrXIV	198220	198344	1097.25	-339	YNL241C	ZWF1	glucose-6-phosphate<br>dehydrogenase
chrXIII	886612	886747	1096.300049	-107	YMR306C-A		
chrIV	1450918	1451035	1095.849976	-123	YDR500C	RPL37B	ribosomal 60S subunit<br>protein L37B
chrII	681997	682097	1095.650024	1043	YBR231C	SWC5	Swc5p
chrXII	710591	710726	1087.599976	-522	YLR286C	CTS1	Cts1p
chrXI	614597	614727	1085.099976	-777	YKR092C	SRP40	Srp40p
chrIX	139279	139386	1082.550049	-420	YIL118W	RHO3	Rho3p
chrXVI	576184	576292	1078.900024	-314	YPR009W	SUT2	Sut2p
chrXVI	132373	132512	1075.449951	-327	YPL222C-A		
chrII	504543	504651	1073.800049	-257	YBR135W	CKS1	Cks1p
chrXIV	301795	301969	1073.75	-779	YNL179C		
chrXV	912014	912121	1072.099976	369	YOR318C		
chrIV	341325	341441	1063.099976	-236	YDL060W	TSR1	Tsr1p
chrXV	370984	371085	1054	-190	YOR020C	HSP10	Hsp10p
chrXIII	798076	798196	1048.75	-211	YMR265C	YMR265C	hypothetical protein
chrXV	520721	520840	1042.699951	-573	YOR107W	RGS2	Rgs2p
chrVII	1050308	1050489	1042.550049	-440	YGR279C	SCW4	Scw4p

chrV	123235	123349	1028.849976	-363	YEL017C-A	PMP2	Pmp2p
chrXIV	373780	373912	1024.349976	-265	YNL134C	YNL134C	hypothetical protein
chrVIII	21182	21339	1021.299988	-289	YHL040C	ARN1	Arn1p
chrXV	770214	770346	1020.050049	-520	YOR230W	WTM1	Wtm1p
chrIX	138333	138436	1018.699951	-507	YIL119C	RPI1	Rpi1p
chrX	195448	195572	1017.599976	-637	YJL116C	NCA3	Nca3p
chrXVI	404647	404764	1008.400024	-245	YPL081W	RPS9A	ribosomal 40S subunit protein S9A
chrXVI	770913	771021	1006.900024	-686	YPR119W	CLB2	Clb2p
chrXI	589676	589779	1005.299988	-422	YKR079C	TRZ1	Trz1p
chrXI	340303	340486	990.5	152	YKL052C	ASK1	Ask1p
chrIV	543739	543844	987.949951	-422	YDR043C	NRG1	Nrg1p
chrII	564951	565081	981.300049	-215	YBR162W-A	YSY6	Ysy6p
chrXIII	483588	483705	974.150024	-438	YMR108W	ILV2	acetolactate synthase catalytic subunit
chrXIII	353193	353302	972.599976	-624	YMR043W	MCM1	Mcm1p
chrXIII	119315	119431	972	-475	YML075C	HMG1	hydroxymethylglutaryl-CoA reductase (NADPH) HMG1
chrIV	1011529	1011702	966.950012	345	YDR274C		
chrIV	386910	387016	962.75	-1376	YDL037C	BSC1	Bsc1p
chrXII	789896	790027	957.800049	-715	YLR332W	MID2	Mid2p
chrXVI	280095	280222	954.099976	-322	YPL144W	POC4	Poc4p
chrVII	894412	894522	952.199951	-226	YGR198W	YPP1	Ypp1p
chrIV	307945	308070	943	-218	YDL083C	RPS16B	ribosomal 40S subunit protein S16B
chrIV	1429139	1429239	941.849976	-209	YDR487C	RIB3	3,4-dihydroxy-2-butanone-4-phosphate synthase RIB3
chrXIII	861206	861315	937.949951	-369	YMR296C	LCB1	serine C-palmitoyltransferase LCB1
chrX	348871	348999	937.849976	243	YJL047C-A	YJL047C-A	hypothetical protein

chrXIII	334967	335077	937.25	-276	YMR032W	HOF1	Hof1p
chrXII	674057	674169	930.200012	-169	YLR264C-A	YLR264C-A	hypothetical protein
chrII	798953	799073	930.150024	-491	YBR296C	PHO89	Pho89p
chrXV	40431	40532	929.699951	-267	YOL152W	FRE7	Fre7p
chrXIII	472975	473081	929.150024	236	YMR103C		
chrXVI	257130	257284	925.349976	-440	YPL156C	PRM4	Prm4p
chrV	342558	342662	921.050049	1	YER091C-A		
chrIV	909559	909677	915.299988	-436	YDR222W	YDR222W	hypothetical protein
chrXII	677793	677938	907.099976	-141	YLR266C	PDR8	Pdr8p
chrXII	962972	963077	903.049988	-761	YLR420W	URA4	dihydroorotase
chrXV	925249	925358	898.549988	-263	YOR324C	FRT1	Fr1p
chrVII	798239	798396	898.400024	-226	YGR155W	CYS4	cystathionine beta-synthase<br>CYS4
chrXV	505408	505544	896.449951	-318	YOR096W	RPS7A	ribosomal 40S subunit<br>protein S7A
chrIII	305739	305839	887.75	-322	YCR102C	YCR102C	hypothetical protein
chrXV	55235	55352	882.650024	-189	YOL143C	RIB4	lumazine synthase RIB4
chrVIII	422640	422780	880.699951	-362	YHR162W	MPC2	Mpc2p
chrXIV	427113	427255	880.549988	-430	YNL104C	LEU4	2-isopropylmalate synthase<br>LEU4
chrV	431236	431336	878.5	-837	YER132C	PMD1	Pmd1p
chrXIII	872758	872867	868.849976	-187	YMR302C	YME2	Yme2p
chrVI	210605	210712	867.25	-279	YFR029W	PTR3	Ptr3p
chrXII	498646	498781	862.150024	-234	YLR167W	RPS31	ubiquitin-ribosomal 40S<br>subunit protein S31 fusion<br>protein
chrXIII	70213	70317	859.699951	127	YML100W-A	YML100W-A	hypothetical protein
chrXV	304909	305060	857.599976	-365	YOL011W	PLB3	Plb3p
chrXIII	500872	500979	857.049988	-237	YMR116C	ASC1	Asc1p
chrXVI	228035	228157	856	-218	YPL170W	DAP1	Dap1p

chrXV	825818	825919	853.049988	64	YOR268C	YOR268C	hypothetical protein
chrXIII	91151	91274	850.5	197	YML089C		
chrVIII	56055	56168	846.349976	-538	YHL024W	RIM4	Rim4p
chrXIV	652073	652181	841.799988	-338	YNR014W	YNR014W	hypothetical protein
chrXII	329437	329555	835.549988	-258	YLR094C	GIS3	Gis3p
chrVIII	133016	133134	833.549988	1028	YHR014W	SPO13	Spo13p
							saccharopine dehydrogenase (NAD ⁺ , L-lysine-forming)
chrIX	420848	420950	832.549988	-163	YIR034C	LYS1	
chrVIII	204331	204444	829.549988	-220	YHR048W	YHK8	Yhk8p
							homoaconitate hydratase LYS4
chrIV	930707	930822	826.450012	-365	YDR234W	LYS4	
chrXIII	608340	608452	825.849976	-185	YMR172C-A		
chrVIII	396939	397053	823.5	-255	YHR150W	PEX28	Pex28p
							ribosomal 60S subunit protein L26A
chrXII	818597	818710	822.75	-659	YLR344W	RPL26A	
chrVII	287365	287475	822.349976	1031	YGL118C		
chrX	36479	36595	818.799988	-288	YJL212C	OPT1	Opt1p
chrV	100118	100221	817.299988	-600	YEL027W	VMA3	Vma3p
chrV	242276	242386	808.549988	-830	YER045C	ACA1	Aca1p
chrVIII	512259	512369	801.300049	-418	YHR206W	SKN7	Skn7p
chrIX	84947	85104	800.950012	-28	YIL141W		
chrV	77702	77825	793.700012	-290	YEL040W	UTR2	Utr2p
chrIV	1345429	1345544	790.549988	-161	YDR442W		
							low-affinity Zn(2+) transporter ZRT2
chrXII	404252	404356	786.599976	-242	YLR130C	ZRT2	
							CCR4-NOT core subunit NOT5
chrXVI	689557	689659	786.549988	-499	YPR072W	NOT5	
							methionine adenosyltransferase SAM1
chrXII	514958	515073	775.25	-247	YLR180W	SAM1	

chrXI	490612	490756	770.650024	-680	YKR027W	BCH2	Bch2p
chrXIII	902554	902657	767.550049	-195	YMR315W	YMR315W	hypothetical protein
chrX	607973	608113	763.5	-262	YJR094W-A	RPL43B	Rpl43bp
chrXIV	350004	350108	757.950012	-300	YNL149C	PGA2	Pga2p
chrXV	891829	891941	756.799988	-453	YOR306C	MCH5	Mch5p
chrXII	263015	263122	756.400024	-126	YLR061W	RPL22A	ribosomal 60S subunit protein L22A
chrIX	177610	177748	746.25	2	YIL100C-A		
chrXVI	901680	901785	743.599976	-312	YPR184W	GDB1	bifunctional 4-alpha-glucanotransferase/amylo-alpha-1,6-glucosidase
chrIV	156087	156194	735	-178	YDL170W	UGA3	Uga3p
chrVII	677825	677971	734.450012	-797	YGR097W	ASK10	Ask10p
chrXIII	434405	434528	726.299988	-322	YMR083W	ADH3	alcohol dehydrogenase ADH3
chrXIII	170147	170278	721.550049	-190	YML052W	SUR7	Sur7p
chrXIII	37803	37919	721.550049	-335	YML116W	ATR1	Atr1p
chrII	326763	326869	717.049988	-757	YBR044C	TCM62	Tcm62p
chrXV	69173	69287	702.75	-476	YOL136C	PFK27	Pfk27p
chrIV	1256987	1257106	671.550049	-199	YDR390C	UBA2	E1 ubiquitin-activating protein UBA2
chrXV	832474	832645	668.450012	-254	YOR272W	YTM1	Ytm1p
chrXII	759161	759298	667.450012	-251	YLR312W-A	MRPL15	mitochondrial 54S ribosomal protein YmL15
chrXI	93849	93958	663.349976	-596	YKL185W	ASH1	Ash1p
chrVII	640560	640694	662.849976	-93	YGR079W	YGR079W	hypothetical protein
chrX	445081	445204	658.849976	-281	YJR004C	SAG1	Sag1p
chrXIII	747899	748001	657.200012	1597	YMR238W	DFG5	Dfg5p
chrXIII	667303	667407	640.450012	-182	YMR202W	ERG2	C-8 sterol isomerase ERG2
chrIX	370414	370527	631.150024	-234	YIR007W	YIR007W	hydrolase

chrXII	855615	855728	626.099976	-26	YLR364C-A		
chrIX	268002	268153	625	-232	YIL046W-A	YIL046W-A	hypothetical protein
chrII	101261	101378	616.349976	-163	YBL064C	PRX1	Prx1p
chrIV	562775	562956	614.349976	-538	YDR054C	CDC34	SCF E2 ubiquitin-protein<br>ligase catalytic subunit<br>CDC34
chrXVI	527104	527208	612.349976	-273	YPL015C	HST2	Hst2p
chrXVI	22600	22735	606.650024	-271	YPL274W	SAM3	Sam3p
chrII	697587	697702	604.550049	-342	YBR238C	YBR238C	hypothetical protein
chrVII	156307	156416	602.050049	-349	YGL184C	STR3	cystathionine beta-lyase<br>STR3
chrVII	976969	977114	599.450012	-295	YGR243W	FMP43	Fmp43p
chrV	106956	107071	597.400024	-247	YEL024W	RIP1	ubiquinol--cytochrome-c<br>reductase catalytic subunit<br>RIP1
chrVIII	401139	401249	596.400024	-240	YHR152W	SPO12	Spo12p
chrVII	939166	939273	581.700012	-227	YGR221C	TOS2	Tos2p
chrI	198540	198708	579.550049	3163	YAR047C		
chrXIII	572879	572981	578.599976	401	YMR158C-A	YMR158C-A	hypothetical protein
chrII	662612	662714	566.300049	-414	YBR218C	PYC2	pyruvate carboxylase 2
chrII	628508	628660	559.599976	-584	YBR203W	COS111	Cos111p
chrXV	417976	418126	549.400024	-370	YOR047C	STD1	Std1p
chrX	268453	268577	518.800049	-284	YJL088W	ARG3	Arg3p
chrXIII	209141	209285	508	-312	YML034W	SRC1	Src1p
chrVII	206467	206572	472.200012	-514	YGL158W	RCK1	Rck1p
chrXVI	930516	930645	468.150024	-796	YPR196W	YPR196W	hypothetical protein
chrXVI	328957	329058	468.150024	-277	YPL117C	IDI1	isopentenyl-diphosphate<br>delta-isomerase IDI1
chrIV	1056080	1056234	441.549988	-394	YDR297W	SUR2	sphingosine hydroxylase
chrIV	1087152	1087255	396.099976	-378	YDR312W	SSF2	Ssf2p

# Supplementary material for: The replicative lifespan‐extending deletion of SGF73 results in altered ribosomal gene expression in yeast
**Source:** Aging Cell. 2017 May 31;16(4):785–96. doi: 10.1111/acel.12611
**Supplement:** Supplementary file 7 — Table S2 Sgf73 and Ubp8 shared occupancy peaks from ChIP‐Seq analysis

Table S2. Sgf73 and Ubp8 shared occupancy peaks from ChIP-Seq analysis

Chr #	Start	End	Peak Score	Distance to TSS	Nearest PromoterID	Gene Name	Gene Description
chrI	141707	141838	3336.199951	-341	YAL005C	SSA1	Hsp70 family ATPase SSA1
chrXVI	645455	645583	3307.166748	-431	YPR036W-A	YPR036W-A	hypothetical protein
chrVII	772097	772212	2795.166748	-300	YGR142W	BTN2	Btn2p
chrXII	97654	97755	2784.233398	-219	YLL024C	SSA2	Hsp70 family chaperone SSA2
chrXIII	388438	388559	2773.300049	232	YMR057C		
chrXII	370573	370697	2680.233398	-156	YLR112W		
chrIV	1490147	1490262	2662.133301	-214	YDR524C-A		
chrVII	483464	483620	2627.06665	282	YGL007W		
chrVII	914977	915084	2583.033447	-211	YGR211W	ZPR1	Zpr1p
chrVII	371312	371427	2581.833252	-7	YGL072C		
chrXIV	619845	619948	2537.233398	-171	YNL006W	LST8	Lst8p
chrXI	518624	518748	2493.733398	-120	YKR040C		
chrXV	83246	83361	2493.300049	-383	YOL126C	MDH2	malate dehydrogenase MDH2
chrXV	619323	619443	2465.43335	-457	YOR153W	PDR5	ATP-binding cassette multidrug transporter PDR5
chrXII	368368	368532	2439.766602	-326	YLR108C	YLR108C	hypothetical protein
chrVII	609973	610076	2295.233398	-540	YGR060W	ERG25	methylsterol monooxygenase
chrVII	884045	884150	2236.199951	-287	YGR192C	TDH3	glyceraldehyde-3-phosphate dehydrogenase (phosphorylating) TDH3
chrIX	386713	386830	2228.833252	-1070	YIR018C-A	YIR018C-A	hypothetical protein
chrVI	221769	221875	2206.233398	-404	YFR031C-A	RPL2A	ribosomal 60S subunit protein L2A
chrXIII	306644	306751	2157.06665	-792	YMR017W	SPO20	Spo20p
chrIV	132841	132988	2148.600098	-523	YDL182W	LYS20	homocitrate synthase LYS20
chrVII	310724	310834	2139.766602	-188	YGL103W	RPL28	ribosomal 60S subunit protein L28
chrXV	877838	877959	2120.733398	-213	YOR298C-A	MBF1	Mbf1p
chrXVI	679114	679269	2108.56665	240	YPR064W		
chrXIV	739430	739581	2099.033203	-446	YNR060W	FRE4	Fre4p
chrXVI	785815	785935	2092.56665	-333	YPR124W	CTR1	Ctr1p
chrIV	1080572	1080682	2081.466797	-428	YDR309C	GIC2	Gic2p
chrXIII	632111	632218	2079.833252	-191	YMR186W	HSC82	Hsp90 family chaperone HSC82

chrIII	78427	78571	2046.366577	-580	YCL025C	AGP1	Agp1p
chrII	444793	444903	2012.166748	-155	YBR101C	FES1	Fes1p
chrXVI	40477	40599	2005.966675	-505	YPL265W	DIP5	Dip5p
chrV	306028	306150	1939.599976	-234	YER074W	RPS24A	ribosomal 40S subunit protein S24A
chrII	332532	332653	1938.93335	-239	YBR048W	RPS11B	ribosomal 40S subunit protein S11B
chrVII	726664	726769	1928.466675	-237	YGR117C	YGR117C	hypothetical protein
chrXI	99841	100000	1926.300049	-751	YKL182W	FAS1	tetrafunctional fatty acid synthase subunit FAS1
chrXV	109715	109895	1913.633301	-492	YOL109W	ZEO1	Zeo1p
chrII	415546	415649	1913.366699	-336	YBR084C-A	RPL19A	ribosomal 60S subunit protein L19A
chrXI	258357	258514	1902.5	478	YKL097C		
chrXIV	495272	495401	1884.766602	-335	YNL069C	RPL16B	ribosomal 60S subunit protein L16B
chrX	521717	521839	1868.633301	-176	YJR045C	SSC1	Hsp70 family ATPase SSC1
chrII	168066	168211	1836.93335	-285	YBL027W	RPL19B	ribosomal 60S subunit protein L19B
chrVII	149206	149324	1818.633301	251	YGL188C		
chrXII	568200	568315	1815.233276	-310	YLR214W	FRE1	Fre1p
chrXIII	302883	303024	1792.400024	-468	YMR015C	ERG5	C-22 sterol desaturase
chrV	225523	225632	1792.300049	-312	YER037W	PHM8	Phm8p
chrXIII	225563	225673	1786.833374	-253	YML025C	YML6	mitochondrial 54S ribosomal protein YmL6
chrXIII	915350	915483	1781.833374	-878	YMR319C	FET4	Fet4p
chrXIV	63156	63298	1781.366699	-284	YNL302C	RPS19B	ribosomal 40S subunit protein S19B
chrIII	122610	122748	1747.533325	324	YCR006C		
chrII	140560	140678	1737.633301	-359	YBL042C	FUI1	Fui1p
chrXIII	253438	253555	1735.833374	-224	YML007C-A	YML007C-A	hypothetical protein
chrXVI	98796	98904	1731.300049	-225	YPL240C	HSP82	Hsp90 family chaperone HSP82
chrIII	228859	228974	1730.233276	-394	YCR065W	HCM1	Hcm1p
chrXII	645883	646012	1722.5	6	YLR255C		
chrVII	23427	23542	1706.06665	-451	YGL253W	HXK2	hexokinase 2
chrIV	591702	591839	1686.866699	-426	YDR072C	IPT1	inositolphosphotransferase
chrXII	809351	809485	1683.333252	-579	YLR342W	FKS1	Fks1p
chrXII	241894	241998	1676.5	-286	YLR048W	RPS0B	ribosomal 40S subunit protein S0B

chrXIV	576314	576471	1674.699951	-335	YNL030W	HHF2	Hhf2p
chrXVI	794676	794786	1655.766724	-233	YPR131C	NAT3	Nat3p
chrIV	976552	976701	1646.133301	603	YDR260C	SWM1	Swm1p
chrXVI	653969	654090	1625.666626	-137	YPR043W	RPL43A	ribosomal 60S subunit protein L43A
chrIX	257361	257495	1614	-365	YIL052C	RPL34B	ribosomal 60S subunit protein L34B
chrV	396441	396542	1613.5	-278	YER117W	RPL23B	ribosomal 60S subunit protein L23B
chrXV	253915	254041	1608.733398	-319	YOL039W	RPP2A	ribosomal protein P2A
chrXIII	124357	124483	1604.333374	-248	YML073C	RPL6A	ribosomal 60S subunit protein L6A
chrX	75554	75706	1599.800049	-303	YJL189W	RPL39	Rpl39p
chrIV	321877	321984	1587.133301	-296	YDL075W	RPL31A	ribosomal 60S subunit protein L31A
chrXVI	453530	453639	1579.766602	151	YPL056C	LCL1	Lcl1p
chrV	141172	141289	1578.5	-412	YEL008C-A		
chrXV	987633	987812	1572.56665	1060	YOR348C	PUT4	Put4p
chrXIII	540470	540594	1567.300049	-476	YMR135C	GID8	glucose-induced degradation complex subunit GID8
chrXVI	432008	432191	1546.033325	204	YPL062W		
chrX	651426	651544	1542.599976	-416	YJR123W	RPS5	Rps5p
chrXIV	331036	331137	1538.900024	-236	YNL162W	RPL42A	ribosomal 60S subunit protein L42A
chrIV	357211	357333	1536.466675	-513	YDL055C	PSA1	mannose-1-phosphate guanylyltransferase
chrXII	88272	88433	1532.199951	-271	YLL026W	HSP104	chaperone ATPase HSP104
chrII	408680	408797	1527.099976	-431	YBR083W	TEC1	Tec1p
chrIV	1165017	1165208	1524.733276	-452	YDR345C	HXT3	Hxt3p
chrIV	892501	892622	1519.866699	-314	YDR214W	AHA1	Aha1p
chrVII	920127	920250	1516.533325	-387	YGR214W	RPS0A	ribosomal 40S subunit protein S0A
chrIV	974377	974492	1503.966675	-191	YDR258C	HSP78	chaperone ATPase HSP78
chrIV	491189	491321	1496.166626	238	YDR024W		
chrXIII	224035	224159	1481.833374	-269	YML026C	RPS18B	ribosomal 40S subunit protein S18B
chrXIII	661832	661966	1472.200073	-745	YMR199W	CLN1	Cln1p
chrIV	117426	117534	1471.699951	-184	YDL191W	RPL35A	ribosomal 60S subunit protein L35A
chrVII	516402	516521	1468.699951	-482	YGR014W	MSB2	Msb2p
chrXII	941022	941127	1467.300049	-409	YLR410W-A	YLR410W-A	gag protein

chrIV	550926	551096	1464.466675	-435	YDR046C	BAP3	Bap3p
chrXIII	26145	26277	1464.166626	207	YML122C		
chrXIV	444491	444598	1463.033325	-229	YNL096C	RPS7B	ribosomal 40S subunit protein S7B
chrXVI	281806	281916	1460.166626	-261	YPL143W	RPL33A	ribosomal 60S subunit protein L33A
chrV	362398	362512	1446.5	-645	YER102W	RPS8B	ribosomal 40S subunit protein S8B
chrIII	178331	178446	1444.400024	-168	YCR031C	RPS14A	ribosomal 40S subunit protein S14A
chrXII	737823	737998	1430.06665	-362	YLR304C	ACO1	aconitate hydratase ACO1
chrXII	1028449	1028574	1427	-343	YLR448W	RPL6B	ribosomal 60S subunit protein L6B
chrVII	398049	398174	1417.766724	-493	YGL056C	SDS23	Sds23p
chrIV	234405	234589	1415.233276	-430	YDL127W	PCL2	Pcl2p
chrXV	901416	901527	1414.199951	-277	YOR312C	RPL20B	ribosomal 60S subunit protein L20B
chrII	555857	555975	1410.333374	-633	YBR158W	AMN1	Amn1p
chrXII	282734	282850	1408.533325	-135	YLR075W	RPL10	ribosomal 60S subunit protein L10
chrXIII	880608	880722	1408	-433	YMR305C	SCW10	Scw10p
chrII	89610	89733	1404.400024	-115	YBL071C-B	YBL071C-B	hypothetical protein
chrXIII	754426	754546	1402.833374	189	YMR242W-A	YMR242W-A	hypothetical protein
chrIV	130611	130767	1397.699951	-205	YDL184C	RPL41A	ribosomal 60S subunit protein L41A
chrXVI	297165	297293	1390.133301	-324	YPL135W	ISU1	Isu1p
chrII	392561	392681	1386.266602	-328	YBR077C	SLM4	Slm4p
chrVIII	35959	36081	1354.466675	5	YHL033C	RPL8A	ribosomal 60S subunit protein L8A
chrXV	424438	424555	1333.800049	121	YOR050C		
chrXI	108988	109096	1314.333374	-227	YKL180W	RPL17A	ribosomal 60S subunit protein L17A
chrXV	904003	904186	1293.699951	-364	YOR314W-A		
chrVIII	384814	384924	1290.699951	-641	YHR143W	DSE2	Dse2p
chrIV	1401478	1401586	1282.833374	-238	YDR471W	RPL27B	ribosomal 60S subunit protein L27B
chrIX	127827	127946	1281.233398	-265	YIL123W	SIM1	Sim1p
chrXV	1004227	1004349	1267.233276	-849	YOR355W	GDS1	Gds1p
chrII	604264	604410	1265.099976	-171	YBR189W	RPS9B	ribosomal 40S subunit protein S9B
chrII	60934	61064	1264.366699	-260	YBL087C	RPL23A	ribosomal 60S subunit protein L23A
chrXIV	763150	763262	1262.266602	-614	YNR069C	BSC5	Bsc5p

chrVII	366078	366196	1259	-141	YGL076C	RPL7A	ribosomal 60S subunit protein L7A
chrX	236586	236717	1248.466675	-295	YJL101C	GSH1	Gsh1p
chrXVI	302885	303019	1244.266602	-169	YPL131W	RPL5	ribosomal 60S subunit protein L5
chrXIII	751418	751534	1236.599976	-236	YMR240C	CUS1	Cus1p
chrXVI	67098	67213	1232.899902	-541	YPL256C	CLN2	Cln2p
chrIV	600048	600199	1225.733398	-670	YDR077W	SED1	Sed1p
chrXIV	662057	662194	1205.699951	-751	YNR016C	ACC1	acetyl-CoA carboxylase ACC1
chrIV	1278743	1278884	1200.06665	-397	YDR406W	PDR15	ATP-binding cassette multidrug transporter PDR15
chrXI	533346	533477	1176.633301	53	YKR052C	MRS4	Mrs4p
chrXVI	425314	425472	1164.533325	-297	YPL068C	YPL068C	hypothetical protein
chrXV	1028782	1028904	1159.300049	-218	YOR369C	RPS12	ribosomal 40S subunit protein S12
chrIV	1434497	1434609	1149.466675	-285	YDR490C	PKH1	Pkh1p
chrV	153026	153167	1148.599976	-424	YER001W	MNN1	Mnn1p
chrIX	232664	232784	1142.099976	-289	YIL068W-A		
chrXIV	302459	302566	1110.033325	-168	YNL178W	RPS3	ribosomal 40S subunit protein S3
chrXII	65478	65605	1103.866699	-334	YLL039C	UBI4	ubiquitin
chrII	466265	466410	1100.599976	-567	YBR112C	CYC8	Cyc8p
chrXI	431245	431385	1056.56665	-591	YKL006W	RPL14A	ribosomal 60S subunit protein L14A
chrIV	341280	341441	1055	-259	YDL060W	TSR1	Tsr1p
chrIV	1362417	1362534	1045.266724	-294	YDR451C	YHP1	Yhp1p
chrXVI	404647	404764	1044.099976	-245	YPL081W	RPS9A	ribosomal 40S subunit protein S9A
chrXII	39519	39635	1043.06665	-106	YLL051C	FRE6	Fre6p
chrX	173123	173231	1033.333374	-810	YJL130C	URA2	Ura2p
chrV	335515	335693	1028	-323	YER088W-B		
chrXII	665102	665242	1023.299988	-170	YLR259C	HSP60	chaperone ATPase HSP60
chrXVI	770911	771021	1003.366699	-687	YPR119W	CLB2	Clb2p
chrXII	710591	710763	997.533325	-541	YLR286C	CTS1	Cts1p
chrII	504543	504652	994.033325	-257	YBR135W	CKS1	Cks1p
chrVIII	21175	21339	967.533325	-286	YHL040C	ARN1	Arn1p
chrVII	166154	166292	963.633362	-1129	YGL178W	MPT5	Mpt5p

chrIV	307945	308078	946.56665	-222	YDL083C	RPS16B	ribosomal 40S subunit protein S16B
chrXIII	886612	886747	929.56665	-107	YMR306C-A		
chrXII	498646	498781	875.633301	-234	YLR167W	RPS31	ubiquitin-ribosomal 40S subunit protein S31 fusion protein
chrXV	40416	40532	866.733337	-274	YOL152W	FRE7	Fre7p
chrXII	674056	674169	855.700012	-168	YLR264C-A	YLR264C-A	hypothetical protein
chrII	564951	565081	852.900024	-215	YBR162W-A	YSY6	Ysy6p
chrXV	925225	925358	840.299988	-251	YOR324C	FRT1	Frt1p
chrXIII	861206	861319	821.133301	-371	YMR296C	LCB1	serine C-palmitoyltransferase LCB1
chrXII	962972	963109	820.599976	-745	YLR420W	URA4	dihydroorotase
chrXII	263008	263122	819.333313	-129	YLR061W	RPL22A	ribosomal 60S subunit protein L22A
chrIV	1429139	1429254	815.233337	-216	YDR487C	RIB3	3,4-dihydroxy-2-butanone-4-phosphate synthase RIB3
chrXII	404252	404362	805.400024	-245	YLR130C	ZRT2	low-affinity Zn(2+) transporter ZRT2
chrXV	55228	55352	801.299988	-186	YOL143C	RIB4	lumazine synthase RIB4
chrXII	818597	818710	798.266663	-659	YLR344W	RPL26A	ribosomal 60S subunit protein L26A
chrVII	287365	287490	795.166687	1024	YGL118C		
chrV	100111	100221	754.899963	-603	YEL027W	VMA3	Vma3p
chrIX	84947	85104	746.833313	-28	YIL141W		
chrV	242276	242386	729.200012	-830	YER045C	ACA1	Aca1p
chrXI	490612	490773	692.56665	-672	YKR027W	BCH2	Bch2p
chrXII	855615	855770	678.533325	-47	YLR364C-A		
chrII	326763	326899	668.200012	-772	YBR044C	TCM62	Tcm62p
chrIV	1256977	1257106	640.700012	-194	YDR390C	UBA2	E1 ubiquitin-activating protein UBA2
chrXIII	572871	572981	541.833313	405	YMR158C-A	YMR158C-A	hypothetical protein

Ubp8 peaks not occupied by Sgf73

Chr #	Start	End	Peak Score	Distance to TSS	Nearest PromoterID	Gene Name	Gene Description
chrXV	779804	779904	1336.900024	-16	YOR235W		
chrVI	106322	106422	945.200012	-43	YFL015W-A		
chrIV	472272	472372	774.900024	469	YDR012W	RPL4B	ribosomal 60S subunit protein L4B

How the deposited data were processed for this re-analysis (not part of the article)

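Anti-Myc ChIP-Seq of the yeast *Saccharomyces cerevisiae* was analysed for 2 libraries of Sgf73-Myc, 1 library of Ubp8-Myc (labelled replicate 2) and 2 libraries of untagged WT cells, which were pooled in 1 track. The sources say that each culture was grown from a single colony, but not whether the replicates came from separate cultures, so p-values and intervals here measure counting error and the spread over peaks, not the spread between cultures.

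The authors aligned the reads with Bowtie 1.0.0 to sacCer3 and kept uniquely mapping reads, and made the files with HOMER 4.2 (versions from the submitters' processing notes). The deposited coverage tracks hold a signal, the depth of tags extended to the fragment length, scaled by the authors to 10000000 total tags. All values of all tracks were whole multiples of 1 tag within a tolerance of 0.1, which gave totals of 888620, 1224071, 1174390 and 289372 tags for Sgf73-Myc 1, Sgf73-Myc 2, Ubp8-Myc and pooled WT. The tracks cover 97.3%, 97.2%, 99.0% and 90.3% of the genome. The deposited Sgf73-Myc peak lists hold positions alone, 1 list per library, with no score or threshold in the files. The deposited Ubp8-Myc list also gives, for each peak, normalized tags (a signal), HOMER's score (the tags of the peak), a fold (ratio) over the control and over the local region, and Poisson p-values, all computed by the authors with the thresholds given in its header. In that list the score was a median of 1.14 times the tags computed here from the track. The positions were used as the files give them, with the gene annotation of the R64 assembly, after every chromosome of the tracks had been checked to end within the length of the reference. The methods name the assembly by an accession that differs from that of the reference used here.

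Shared Sgf73-Myc peaks are peaks of the 2 lists that overlap by at least 1 bp, merged to their joint extent. The nearest gene is the protein-coding gene of a nuclear chromosome (6002 genes) whose annotated start is closest to the centre of the merged peak. Tags per peak are the depth summed over the peak divided by the fragment length, so fragments that overlap an edge count in part, and they were rounded to whole numbers for the exact binomial test, two-sided, against the pooled WT tags with the library totals setting the share under no difference. The plan had assumed read counts, whereas the tracks give coverage. Adjusted p-values are by Benjamini-Hochberg with a threshold of 0.05. Densities of groups of peaks were compared by a two-sided permutation test of the difference of medians on the log2 scale with 100000 resamples, and gene lists and co-occupied peaks by Fisher's exact test. Peaks were resampled 2000 times for intervals of correlations. Peaks are not replicates, and these tests describe the libraries at hand. All computing used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

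The functions were tested on simulated data. Of 300 simulated shared peaks 300 were found. At control rates drawn from the lower part of the range of the pooled WT track, the binomial test called 0 of 400 simulated peaks with no enrichment, 0 of 400 at 2-fold, 339 of 400 at 4-fold and 389 of 400 at 6-fold, so an enrichment of 2-fold was not detected at these rates. Of 1000 random gene lists, 37 had a Fisher's exact p under 0.05 (two-sided).

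The 11 gene lists (3 of RP genes, 8 others) were written before the data were examined, but after the paper's Table S1 had been read. The genes named in the text were set by a rule of the same date: the genes of Figs 1 and 2 and Table 2, the 10 shared peaks with the highest mean score, the 5 RP genes with the highest and the 5 with the lowest, RLS-linked RP genes without a Ubp8-Myc peak, Ubp8-Myc peaks outside the shared peaks (the 3 highest and every RP gene), and up to 4 members of each list. The Sgf73-Myc lists hold no score, so the mean Sgf73-Myc density took its place. RPL20A, FET3, RPS11A, RPS24B and RPS23B, the iron uptake genes of the closing section and further members of the lists named there lie outside this rule and were chosen after their values had been seen. Alternatives were set for the overlap, the window, the scaling, the gene assignment, the set of genes, the peak threshold and each Sgf73-Myc replicate left out. Of these, 43 were set before the data were examined and 11 were added afterwards. The qRT-PCR, lifespan and immunoblot experiments of the paper were not analysed here.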

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

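The tests of the small number of Ubp8-Myc peaks, and the counts and simulations of peaks in 1 replicate and the count of iron uptake genes, were chosen after the peak counts had been seen.

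Outside the RP genes that the paper discusses, 5 other gene lists held more occupied genes than chance gives (two-sided Fisher's exact tests, adjusted over 8 lists). Chaperones and heat shock genes had 19 of 38 members nearest to a shared Sgf73-Myc peak, among them the Hsp70 genes SSA1 and SSA2, the nucleotide exchange factor gene FES1, the Hsp90 genes HSP82 and HSC82, and HSP104 (odds ratio 15.1, adjusted p = 1.63e-12 by Fisher's exact test). Glycolysis and fermentation had 8 of 22, including PGK1, TDH3, CDC19 and GPM1 (odds ratio 8.37, Fisher's exact adjusted p = 1.69e-04). Iron and copper uptake had 8 of 26, including FRE4, CTR1, FET4 and FRE1 (odds ratio 6.51, Fisher's exact adjusted p = 4.36e-04). Over the whole peak list of replicate 2, shared peaks included, iron and copper uptake had 17 of 26 (odds ratio 24.2). Over that of replicate 1 it had 8 of 26 (odds ratio 4.94). Each of these counts rests on 1 library, so no p is given for them. All lists were written after Table S1 had been read, so their tests are not independent of the paper's peaks. Cyclins had 6 of 19, namely the G1 cyclins CLN1 and CLN2, PCL1, PCL2, and CLB1 and CLB2 (odds ratio 6.73, Fisher's exact adjusted p = 0.0019). Ergosterol synthesis had 6 of 25, including ERG25, ERG3, ERG5 and HMG1 (odds ratio 4.60, Fisher's exact adjusted p = 0.0071). Histone genes had 2 of 11, HHT2 and HTB2, and did not pass the test (Fisher's exact adjusted p = 0.210). This depends on the gene assignment, which credits 1 gene per peak. The Ubp8-Myc peak that overlaps the HHT2 peak is nearest to HHF2. With genes starting within 1000 bp downstream counted, 4 of 11 were occupied (odds ratio 5.73, Fisher's exact adjusted p = 0.0178).

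Of the 115 peaks listed for Sgf73-Myc replicate 1 alone, which the paper does not discuss, 105 held more tags than the control in replicate 2. Of the 65 listed for replicate 2 alone, 46 did so in replicate 1 (two-sided exact binomial test, adjusted p under 0.05). The median was 3.62-fold in replicate 2 over all 115 peaks, and 3.30-fold in replicate 1 over all 65. Both libraries were compared with the same control, at peaks called for standing over background. Without the control, the median density at these peaks was 3.98 times the genome mean in replicate 2 and 3.63 times in replicate 1. In libraries simulated at the genome mean, at most 1 of the 65 and 0 of the 115 peaks passed the test against the control in 200 draws. The median control density was 0.98 times the genome mean at the 115 peaks and 1.095 times at the 65. Such libraries could therefore hardly pass, and the simulation covers counting error alone. Of the 26 iron and copper uptake genes, 9 were nearest to a peak listed for replicate 2 and to none listed for replicate 1. Of the 17 Ubp8-Myc peaks outside the shared Sgf73-Myc peaks, 16 overlapped a peak of 1 replicate.

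The Ubp8-Myc list holds 191 peaks against 507 and 457 in the Sgf73-Myc lists. The thresholds used for the Sgf73-Myc lists are not known, so whether the lists were called alike is not known. Of the 218 shared Sgf73-Myc peaks without a Ubp8-Myc peak, 173 (79.4%) nevertheless held more Ubp8-Myc tags than the control (two-sided exact binomial test, adjusted p under 0.05). Over all 218 peaks the median was 3.10-fold, and 50 of the 218 reached 4-fold. The median Ubp8-Myc density at the 218 peaks was also 3.07 times the genome mean, a value that does not use the control. Lower depth does not account for the shorter list, since the Ubp8-Myc library has 1.32 times the tags of Sgf73-Myc replicate 1, although fewer than replicate 2. A candidate explanation, in line with the 79.4%, is that weaker Ubp8-Myc enrichment at these sites fell below the 4-fold requirement over the control, and whether less Ubp8 or poorer recovery of it made the enrichment weaker was not tested.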

How the results depend on the processing

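Of 110 values under alternative settings, 104 stayed the same, 2 became weaker, 2 stronger, 1 turned its direction and 1 count moved. The same meant the same direction and side of the threshold for a test, and within 1.5 times for a count. For the correlation and the ratio of the replicates it meant within the interval over resampled peaks. Scaling to the tags outside all peaks cannot change a correlation, so that value was fixed in advance. With 1 replicate left out, the peak count is the length of the other list. The settings with peaks reduced to 100 bp, at least 1000 normalized tags, and tags covering the peak centre were added after seeing the data. With at least 1000 normalized tags in both libraries, 251 peaks were shared in place of 392, by the construction of that filter. With tags counted within 200 bp of the centre, the excess of Sgf73-Myc replicate 1 at RP peaks fell from 0.29 to 0.18 on the log2 scale (two-sided permutation p = 0.184; 0.0013 to 0.184 over its alternatives). In replicate 2 it was 0.20 (permutation p = 0.0757), 0.18 within 200 bp of the centre (permutation p = 0.162) and 0.24 over the whole list of replicate 2, where it passed the threshold (permutation p = 0.0283). The TATA odds ratio went from 0.515 in 400 bp to 1.06 in 200 bp (two-sided Fisher's exact test, adjusted p = 0.835) and that of Rap1 from 17.4 to 11.4 (Fisher's exact adjusted p = 0.125), and histone genes passed the test when genes starting within 1000 bp downstream were counted (odds ratio 5.73, Fisher's exact adjusted p = 0.0178). Apart from the filter, the cause was not tested. With either Sgf73-Myc replicate left out, the peaks numbered 457 and 507, the RP odds ratio was 10.9 and 14.0, and the RP genes numbered 60 and 72. The odds ratio of iron and copper uptake was 24.2 with the whole list of replicate 2 and 4.94 with that of replicate 1, against 6.51 for shared peaks. No paired analysis was possible because the WT replicates come as 1 pooled track and Ubp8-Myc as 1 library, although WT and Sgf73-Myc share the replicate numbers 1 and 2 in their labels. A score of at least 1000 in both Sgf73-Myc lists and 1 tag per position and strand were not run, since those lists hold no scores and the tracks hold coverage. The Ubp8-Myc limit of 1000 used normalized tags. The control, with a median of 5.85 tags per shared peak, limits every fold over it.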

Differences from the paper's values

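The paper states about 17 M reads per sample (M, mega). The tracks hold 0.889 M tags for Sgf73-Myc replicate 1 and 1.22 M for replicate 2, which are uniquely mapped tags after the authors' processing rather than reads, and no alternative bears on this number.

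The remaining values lie within 1.5 times of the paper's under the main settings. The paper gives 389 Sgf73 peaks against 392 here. An overlap of at least 50% of both peaks, set before the data were examined, also gave 389. Peaks reduced to 100 bp around their centres, a setting chosen after seeing the values, gave 389 as well, and their merged extents had the same start and end as all 389 rows of Table S1, so it drops none of them. The filter of at least 1000 normalized tags, also chosen after seeing the values, gave 251, which differs from the paper's count by more than 1.5 times. Of the rows of Table S1, 355 had the same nearest gene here and 34 another. The paper's 57 RP genes compare with 59 here (58 for peaks reduced to 100 bp), its 36 and 20 genes of the large and small subunits with 35 and 23, and its 33 RLS-linked genes with 31, or 32 when genes starting within 1000 bp downstream were counted.

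For Ubp8, the paper gives 174 peaks, 171 of them shared with Sgf73, whereas the deposited list holds 191 peaks, 174 of them shared. With peaks reduced to 100 bp, a setting chosen after seeing the values, 171 were shared, 3 overlapped no Sgf73-Myc peak and 17 overlapped a peak of 1 Sgf73-Myc replicate. The 3 Ubp8 peaks without Sgf73 in Table S2 have the same start and end as those 3. An overlap of at least 50%, set before the data were examined, also gave 171 shared peaks. The paper gives 14 co-occupied RLS-linked RP regions of 19, against 15 of 19 here. Table S2 of the paper lists the same 15 genes among its shared peaks, and not RPL13B, RPL1B, RPL37B or RPL43B. Its rows thus match the 15 found here, whereas the paper's text gives 14. Fig. S4, which the paper cites with that number, was not examined. The text does not name its 19 regions, so they may differ from the 19 here. RPL20A of Table 2 is not among the 19 here, and Table S2 lists its region as shared under YMR242W-A. With the whole list of Sgf73-Myc replicate 1 in place of the shared peaks, the number of co-occupied regions was 14 of 20. With that of replicate 2 it was 16 of 21. It was 13 of 19 when at least 1000 normalized Ubp8-Myc tags were required.

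The paper names the ribosome as the one enriched KEGG pathway, and it also reports enrichment of the ribosome in GO terms. Of the 8 other lists tested here, which are not KEGG pathways, 5 were over-represented by Fisher's exact test. RP genes had the smallest p, which also depends on the size of a list, and the RP list is the largest. Chaperones and heat shock genes had a larger odds ratio than RP genes (15.1 against 12.7) and a larger share occupied (50% against 43.1%).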

Other observations

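The comparison of the replicates at gene lists was chosen after the peaks of each replicate had been compared, and the comparison of the Sgf73-Myc libraries at RP peaks was also added after the result was seen. The other tests of RP peaks were set down before their results were seen, and the motif search was planned.

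Of the 26 genes of iron and copper uptake, 8 were nearest to a peak of the replicate 1 list and 17 to a peak of the Sgf73-Myc replicate 2 list, the 8 included. FET3 of this list counts in neither, since the shared peak 323 bp from its start, which the paper assigns to FET3, lies nearer to AAC1. In the 500 bp upstream of each gene, the density was higher in replicate 2 at 21 of the 26 genes, with a median log2 ratio of 0.49 against -0.05 for all other genes (difference 0.54). No p is given for the lists, since the comparison was prompted by peaks of the same libraries and sets 1 library against 1 library. The density was 1057 in replicate 1 and 5399 in replicate 2 upstream of FRE3 (a ferric reductase) and 646 and 2972 upstream of FIT1 (a cell wall mannoprotein of iron uptake), with 659 and 480 in the WT control. ARN2 and SIT1, transporters of iron-siderophore complexes, were at 2254 and 2828 in replicate 1 and 6690 and 5754 in replicate 2. The copper transporter genes CTR1, CTR2 and CTR3 had log2 ratios of -0.15, 0.09 and -0.54. FRE3, FIT2, FIT3 and FRE5 are neighbours on chromosome XV, so their regions overlap in part and are not independent. Ubp8-Myc peaks outside the shared peaks were nearest to FTR1, FRE3 and FRE2 of this list, each overlapping a peak of Sgf73-Myc replicate 2.

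For chaperones and heat shock genes, the upstream density was higher in replicate 2 at 2 of 38 genes, with a median log2 ratio of -0.40 (difference from all other genes -0.36). Shared peaks in general were a median of 1.12 times denser in replicate 1, and 19 of the 38 genes are nearest to a shared peak. The list was not compared with occupied genes alone. RP genes of the large and small subunits had differences of -0.10 and -0.12. Histones were at -0.25, glycolysis and fermentation at -0.18, cyclins at -0.16 and ergosterol synthesis at 0.15. RP stalk genes, ribosome biogenesis and mitochondrial ribosomal proteins were at -0.05, 0.008 and 0.02. What set the libraries apart was not tested. Peaks of either Sgf73-Myc list were nearest to 76 RP genes (55.5%).

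In the 500 bp upstream of the start, the untagged WT control had a median density of 1058 at RP genes and 575 at other genes, and it was 1115 at the 61 RP genes without a peak in either Sgf73-Myc list. The fold over the control at shared peaks, taken as the lower of the 2 libraries, had a median of 5.21 at RP peaks and 6.14 at other peaks. If this background were the whole cause of the RP enrichment, the enrichment was predicted to vanish among the peaks that stand highest over the control. Among the 196 peaks with the higher fold, 20 of the 59 occupied RP genes remained, an odds ratio of 5.53 (two-sided Fisher's exact test, p = 1.32e-08), lower than the 12.7 over all shared peaks. RP enrichment was thus not confined to peaks of low fold. The split uses a control that all shared peaks already exceed, and the test compares with all genes. The result therefore cannot separate background from binding. Background that rises with a tagged protein present could not be tested in these libraries and stays open.

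The higher ratio of Ubp8-Myc to Sgf73-Myc at RP peaks (0.53 on the log2 scale) was tested against 3 technical explanations. With the control's density subtracted from each library the difference was 0.70 (two-sided permutation test, p = 1.00e-05, the smallest possible). Background of the size seen in the untagged control therefore does not account for it. Subtraction lowers ratios under 1, and small ones more, so part of the rise from 0.53 follows from the arithmetic. Background that rises with a tagged protein present was not tested by this. Against 60 other peaks matched on mean Sgf73-Myc density the difference was 0.54 (permutation p = 1.00e-05), which argues against the density of Sgf73 itself. The ratio of the Sgf73-Myc replicates to each other differed by 0.0042 between RP and other peaks (permutation p = 0.866), but with 1 Ubp8-Myc library a peculiarity of that library cannot be told apart from a higher share of Ubp8 at RP promoters. That RP promoters carry more Ubp8 per Sgf73 is therefore a hypothesis that needs a second Ubp8-Myc library.

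Motifs were sought in windows centred on the peak, with a total width of 400 bp or 200 bp. A TATA consensus (TATAWAWR) in the 400-bp window was present at 13 of 60 RP peaks and 116 of 332 other peaks (odds ratio 0.515, two-sided Fisher's exact test, adjusted p = 0.0520). In the 200-bp window the odds ratio was 1.06 (Fisher's exact adjusted p = 0.835). A strict Rap1 consensus (ACACCCRYACAYM) in the 400-bp window was present at 3 of 60 RP peaks and 1 of 332 others (odds ratio 17.4, Fisher's exact adjusted p = 0.0245). In the 200-bp window it was present at 2 of 60 and 1 of 332 and did not pass the test (odds ratio 11.4, Fisher's exact adjusted p = 0.125). Of the 392 shared peaks, 14 (3.57%) had their centre within 250 bp of the start of a tRNA gene.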
